# Smoc1 and Smoc2 regulate bone formation as downstream molecules of Runx2

**DOI:** 10.1038/s42003-021-02717-7

**Published:** 2021-10-19

**Authors:** Yoshifumi Takahata, Hiromasa Hagino, Ayaka Kimura, Mitsuki Urushizaki, Sachi Kobayashi, Kanta Wakamori, Chika Fujiwara, Eriko Nakamura, Kayon Yu, Hiroshi Kiyonari, Kana Bando, Tomohiko Murakami, Toshihisa Komori, Kenji Hata, Riko Nishimura

**Keywords:** Bone development, Bone

## Abstract

Runx2 is an essential transcription factor for bone formation. Although osteocalcin, osteopontin, and bone sialoprotein are well-known Runx2-regulated bone-specific genes, the skeletal phenotypes of knockout (KO) mice for these genes are marginal compared with those of Runx2 KO mice. These inconsistencies suggest that unknown Runx2-regulated genes play important roles in bone formation. To address this, we attempted to identify the Runx2 targets by performing RNA-sequencing and found *Smoc1* and *Smoc2* upregulation by Runx2. Smoc1 or Smoc2 knockdown inhibited osteoblastogenesis. *Smoc1* KO mice displayed no fibula formation, while *Smoc2* KO mice had mild craniofacial phenotypes. Surprisingly, *Smoc1* and *Smoc2* double KO (DKO) mice manifested no skull, shortened tibiae, and no fibulae. Endochondral bone formation was also impaired at the late stage in the DKO mice. Collectively, these results suggest that Smoc1 and Smoc2 function as novel targets for Runx2, and play important roles in intramembranous and endochondral bone formation.

## Abstract (web summary)

Takahata et al. investigate the functional role of SMOC1/2 proteins in skeletal development. They reveal a genetic pathway that includes Bmp2 and Runx2 inducing expression of the paralogous Smoc genes, which may offer novel and effective therapeutic strategies associated with various bone and cartilage diseases.

## Introduction

In vertebrates, two different types of bone-formation processes, intramembranous ossification and endochondral ossification, are known to occur during embryonic and postnatal skeletogenesis. In intramembranous ossification, mesenchymal stem cells directly differentiate into osteoblasts that subsequently form bone tissues^1,2^. For endochondral ossification, chondrocytes differentiate from mesenchymal stem cells to form cartilage tissues that are eventually replaced by bone tissues containing osteoblasts and osteoclasts^3,4^.

Bone morphogenetic protein (Bmp) family members are powerful cytokines that exhibit bone and cartilage formation activities by inducing osteoblast and chondrocyte differentiation. Among the Bmp family members, Bmp2 regulates the expressions and functions of runt-related transcription factor 2 (Runx2), Sp7 transcription factor 7 (Osterix), and Sex determining region Y-box 9 (Sox9), as critical transcription factors for bone and cartilage development^5–7^.

In particular, Runx2, a member of the Runt family of transcription factors, plays an indispensable role in bone formation and osteoblastogenesis. *Runx2*-deficient mice manifest no bone formation^8^. Mutations in the *RUNX2* gene cause cleidocranial dysplasia, characterized by impaired bone formation in the calvaria and clavicles^9^. Runx2 was also identified as a transcription factor that binds to the osteoblast-specific element 2 present in the osteocalcin (Ocn) gene promoter^10^. In addition, Runx2 was sufficient to promote mesenchymal cell differentiation into osteoblasts^11^. During osteoblast differentiation, Runx2 specifically regulated the expressions of osteoblast-specific and osteogenic genes, including Ocn, osteopontin, and bone sialoprotein^12–14^. However, the skeletal phenotypes in knockout (KO) mice for these genes are very marginal or absent compared with those in *Runx2* KO mice^14–18^. Therefore, it is predicted that currently unknown Runx2-target molecules play critical roles in bone formation.

In this study, we aimed to identify critical downstream molecules of Runx2 and investigate their functional roles in skeletal development. RNA-sequence and reverse transcription-quantitative polymerase chain reaction (RT-qPCR) analyses indicated that *Smoc1* and *Smoc2* were induced by both, Runx2 and Bmp2. Dominant-negative (DN)-Runx2 suppressed *Smoc1* and *Smoc2* expressions and their expressions were reduced in Runx2 KO mice. Smoc1 and Smoc2 knockdown inhibited mouse osteoblast differentiation and mineralization. Moreover, *Smoc1* and *Smoc2* double-knockout (DKO) mice manifested no skull formation, dwarfism, and shortened long bones. Histological analyses revealed impaired endochondral ossification at the late stage when Runx2 is required. Therefore, our results demonstrated that Smoc1 and Smoc2 function as transcriptional target modules and play important roles in bone formation.

## Results

### *Smoc1 and Smoc2* regulation by Runx2 and Bmp2

To identify important molecules involved in osteoblastogenesis and bone formation, we performed RNA-sequence analyses using limb bud cells infected with control or Runx2 adenoviruses, or Bmp2 adenovirus, which regulates Runx2 function and expression^19^ and induces bone formation. 

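RNA was sequenced from mouse limb bud cells, mesenchymal cells isolated from the embryonic limb, 4 days after infection with Venus, Runx2, or Bmp2 adenovirus. Venus is a yellow fluorescent protein, so the control cells received a virus without Runx2 or Bmp2. Each virus had 2 libraries, 6 in all, from embryos of day 12.5 by the sample labels and of days 12 to 13 by the paper's methods. The authors deposited the reads they counted on each gene, not scaled for library size, and a second table of FPKM values. The counts summed to 17219682 and 17501992 in the Venus libraries, 19263667 and 16857029 in the Runx2 libraries, and 16566626 and 17177501 in the Bmp2 libraries. Between 9.73% and 10.6% of the values in a library were fractions of a read, so counts were rounded to whole numbers before testing. The libraries were scaled by edgeR's TMM method, with factors from 0.968 to 1.03, and 14438 genes with more than 0.5 CPM (counts scaled to library size) in at least 2 libraries were tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in 1 fit of all 6 libraries. Replicate libraries differed by more than counting noise, with a chi-square per degree of freedom of 11.3 for Venus, 10.4 for Runx2, and 12.7 for Bmp2, so none was 1 library given again. The biological coefficient of variation shared by all genes was 0.0812. A gene with 3 or fewer counts in each library of a group was treated as being at the floor of detection, which lay between 0.161 and 0.183 CPM, and a fold change against such a group was computed as a bound. These floors cover counting error only. The introduced genes were examined first. Runx2 was at 14.9 ± 4.32 CPM (SD, n = 2) with Venus, 414 ± 9.82 with Runx2, and 43.0 ± 3.50 with Bmp2 adenovirus. Bmp2 was at 1.96 ± 0.273 CPM (SD, n = 2) with Venus, 3.48 ± 0.167 with Runx2, and 2038 ± 245 with Bmp2 adenovirus. Reads from a virus-borne cDNA are counted on these genes together with those of the endogenous gene, and 5.13% of the 75-base stretches of Runx2 also lie in its antisense gene Runx2os1.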

Searching for genes that displayed a log2 fold-change value of >1 expression level in cells infected with Runx2 or Bmp2, we determined the upregulation of 653 genes by Bmp2 and 497 genes by Runx2 (Supplementary Fig. 1 and Supplementary Data 2 and 3). 

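Genes were called upregulated at an FDR below 0.1 and a log2 fold change above 1, and downregulated at a log2 fold change below -1. Of the 14438 genes tested, 755 were upregulated and 942 downregulated by Bmp2 adenovirus, and 590 were upregulated and 1261 downregulated by Runx2 adenovirus. At any fold change, the FDR was below 0.1 for 5441 genes with Bmp2 and 6115 genes with Runx2. The alternative that moved the upregulated counts most was limma on the authors' FPKM values, as log2(FPKM + 1) without a filter, which gave 366 genes for Bmp2 and 255 for Runx2. That scale understates the change of genes with low values. Among the upregulated genes with at least 1 CPM, the largest fitted changes with Runx2 were in Gzmg, Gzmb, Gpr141, Gzmd, and Gzmc. Gzmg, Gzmb, and Gpr141 were at the floor in Venus, so their levels of 73.7 ± 3.97, 86.3 ± 3.90, and 5.21 ± 0.453 CPM (SD, n = 2) with Runx2 were at least 438-fold, 514-fold, and 31.0-fold higher. Gzmd rose from 0.698 ± 0.185 to 507 ± 31.5 CPM and Gzmc from 0.533 ± 0.129 to 275 ± 3.43 CPM (SD, n = 2). The granzyme genes lie on chromosome 14 of GRCm38 (mm10) in a cluster of proteases between 55941451 and 56262260. Of their 75-base stretches, 6.83% in Gzmg and 5.73% in Gzmd also occur in another gene, and none do in Gzmb and Gzmc. With Bmp2 adenovirus, Sp7, Galnt9, and Klk15 were at the floor in Venus. Sp7 had 3 counts in each Venus library, the floor itself, so its 499-fold rise is the observed ratio and not a lower bound. The levels of Galnt9 and Klk15 with Bmp2 were at least 135-fold and 8.11-fold higher. Of the 75-base stretches of Klk15, 42.8% also occur in another gene. The largest fitted decrease with either virus was in Lcn2, which fell from 81.8 ± 13.0 CPM (SD, n = 2) with Venus to the floor with both.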

From the 180 common genes that were upregulated by both, Bmp2 and Runx2 (Supplementary Fig. 1d), we focused on the matrix proteins Smoc1 and Smoc2, which contain an extracellular calcium-binding domain^20,21^, and are members of the secreted acidic cysteine-rich glycoprotein (SPARC)-related family genes. 

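Both viruses upregulated 211 of the 14438 genes tested, which was 35.8% of the genes upregulated by Runx2 and 27.9% of those upregulated by Bmp2. Both downregulated 520 genes, whereas 42 genes rose with Runx2 and fell with Bmp2 and 79 did the opposite. Because both comparisons use the same Venus libraries, the overlap was set beside 20 simulations of unchanged groups with shared controls. All their libraries, controls included, were drawn from the Venus means, and at most 1 gene was upregulated in both. In 20 further simulations, the changes were shuffled between genes of similar expression, and from 53 to 87 genes were upregulated in both, with a mean of 67.4. For the genes downregulated by both, the shuffled simulations gave from 167 to 213. Between Runx2 and Bmp2 adenovirus, 88 of the 211 genes did not differ at an FDR of 0.1, 56 were higher with Runx2, and 67 were higher with Bmp2. In Venus, 27 of the 211 genes were at the floor.

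**Figure D1:**
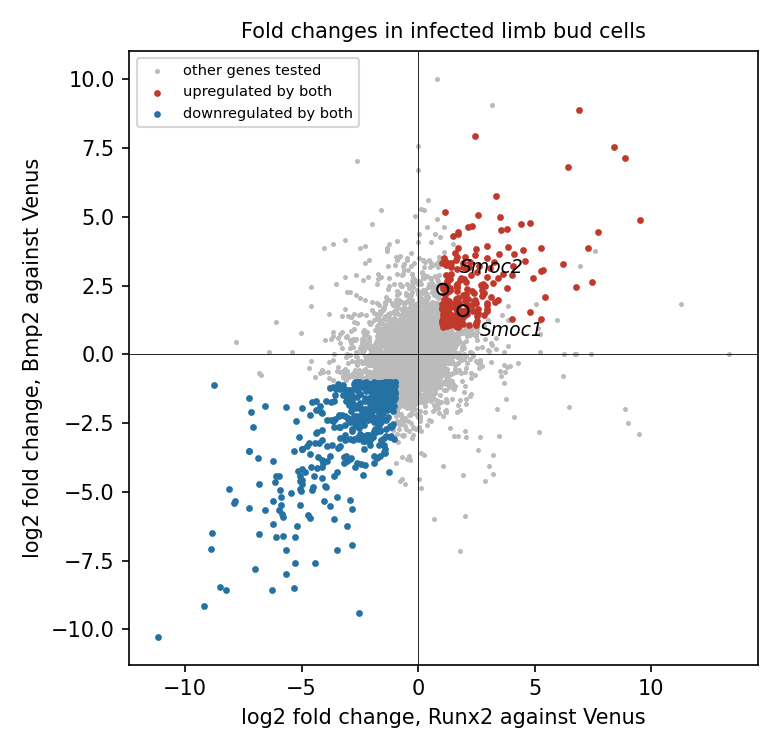
Log2 fold change of each of the 14438 genes tested, with Runx2 against Venus on the horizontal axis and Bmp2 against Venus on the vertical axis. Red points are the 211 genes upregulated by both, blue points the 520 genes downregulated by both, and circles mark Smoc1 and Smoc2, which both lie among the red points.

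Smoc1 (ENSMUSG00000021136) lies on the plus strand of chromosome 12 of GRCm38 (mm10), from 81026808 to 81186414. It was at 1.51 ± 0.448 CPM (SD, n = 2) with Venus, 5.78 ± 1.5 with Runx2, and 4.56 ± 0.114 with Bmp2 adenovirus. Its log2 fold change was 1.92 with Runx2 (standard error 0.27, FDR = 0.000837 by edgeR's quasi-likelihood test) and 1.59 with Bmp2 (standard error 0.28, FDR = 0.00299). The inductions of Smoc1 by the viruses were not distinguishable, with a log2 difference of 0.33 (FDR = 0.313), and without Runx2 replicate 2 that difference was 0.04. On the log2(FPKM + 1) scale, the changes of Smoc1 were 0.92 and 0.72, below the fold change threshold. Tested against a log2 fold change of 1 in place of no change, its increase with Bmp2 had an FDR of 0.146. Smoc2 (ENSMUSG00000023886) lies on the plus strand of chromosome 17, from 14279506 to 14404790. It was at 66.1 ± 4.06 CPM (SD, n = 2) with Venus, 138 ± 15.2 with Runx2, and 342 ± 28.4 with Bmp2 adenovirus. Its log2 fold change was 1.06 with Runx2 (standard error 0.10, FDR = 0.000126 by the same test) and 2.37 with Bmp2 (standard error 0.11, FDR = 1.44e-06). Smoc2 was higher with Bmp2 than with Runx2 by more than the spread between replicates, with a log2 fold change of -1.31 for Runx2 against Bmp2 (FDR = 3.16e-05). The increase of Smoc2 with Runx2 lay close to the threshold of 1. It was 0.94 without Runx2 replicate 2, 0.99 without Venus replicate 1, and 0.97 when libraries were scaled by their size alone, and it had an FDR of 1 when tested against a log2 fold change of 1. Both treated libraries of each virus were above both Venus libraries for either gene, and neither gene has a 75-base stretch in another gene. Among the 211 genes, Smoc1 ranked 98 by its change with Runx2 and 143 with Bmp2, and Smoc2 ranked 201 and 87. From the genes upregulated by both viruses, the paper chose Smoc1 and Smoc2 for further study as matrix proteins of the SPARC-related family. Of 8 genes of this family tested, Spock1 and Spock2 were also upregulated by both viruses, and Sparcl1 was downregulated by Runx2. Sparc rose by less than the fold change threshold, with log2 fold changes of 0.56 and 0.46 (FDR of 0.0194 and 0.0466 by the same test). The paper's Discussion says that Bmp2 treatment did not increase osteonectin, which is Sparc. Spock3 and Fstl1 had no FDR below 0.1 with either virus. With Runx2, 7 of the 8 had an FDR below 0.1 adjusted over the list alone and 6 over all genes tested, and with Bmp2 5 had under both adjustments.

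**Figure D2:**
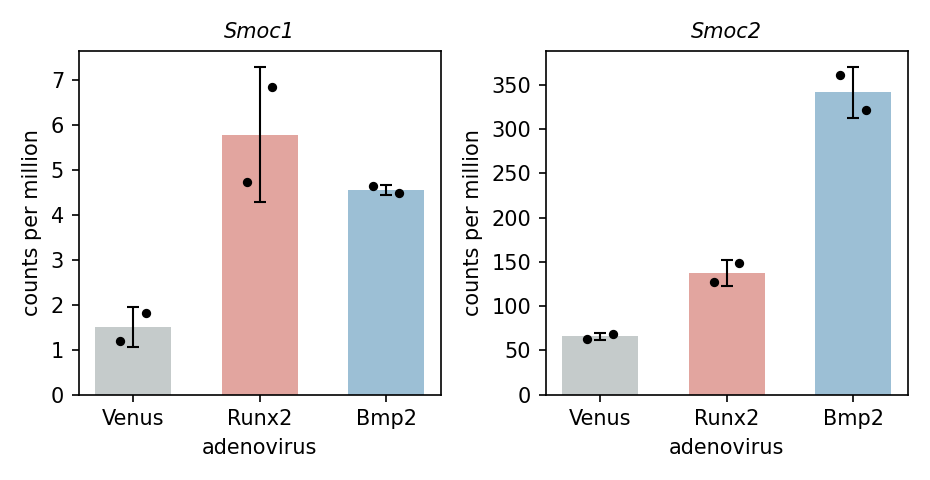
Smoc1 (left) and Smoc2 (right) in CPM after infection with each of the 3 viruses. Bars are means, error bars are SD, and points are the 2 libraries of each group, with means of 1.51, 5.78, and 4.56 for Smoc1 and 66.1, 138, and 342 for Smoc2.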

We confirmed the induction of *Smoc1* and *Smoc2* expressions in limb bud cells by both, Runx2 and Bmp2 by RT-qPCR analyses (Figs. 1a, b). To understand the importance of Runx2 for *Smoc1* and *Smoc2* expressions, we determined the effects of DN-Runx2 on their expressions in primary osteoblasts isolated from mouse calvariae. As expected, DN-Runx2 overexpression markedly inhibited *Osterix* and *Osteocalcin* expressions, both of which are well-known Runx2 transcriptional targets^19,22^ in primary osteoblasts (Fig. 1c, d). *Smoc1* and *Smoc2* expressions were significantly inhibited by DN-Runx2 overexpression (Fig. 1e, f). To further assess the role of Runx2 in *Smoc1* and *Smoc2* regulation, we examined the effects of Bmp2 on limb bud cells prepared from *Runx2*-deficient and wild-type (WT) littermate mice. Sustained exposure of limb bud cells to Bmp2 induced *Runx2* expression (Supplementary Fig. 2), and Bmp2 induced *Osterix* and *osteocalcin* expressions in WT limb bud cells, but not in *Runx2* KO limb bud cells (Fig. 1g, h). DN-Runx2 treatment suppressed Bmp2-dependent *Smoc1* and *Smoc2* induction in WT limb bud cells (Fig. 1i). In addition, Bmp2-dependent *Smoc1* induction was absent in *Runx2* KO limb bud cells (Fig. 1i). By contrast, Bmp2 still induced *Smoc2* expression in *Runx2* KO limb bud cells. (Fig. 1j) This result suggests that a Runx2-independent Bmp2 signal is also involved in *Smoc2* upregulation. Indeed, Bmp2 and Runx2 synergistically induced *Smoc1* and *Smoc2* expressions as an early response to infection (Supplementary Fig. 3a, b). Furthermore, we confirmed Runx2 binding on the *Smoc1* and *Smoc2* genes promoters as determined by chromatin immunoprecipitation assays (Supplementary Fig. 4), referred to public ChIP-seq datasets^23^. These results suggest that Smoc1 and Smoc2 are downstream molecules of Runx2 and Bmp2 signaling.

**Fig. 1:**
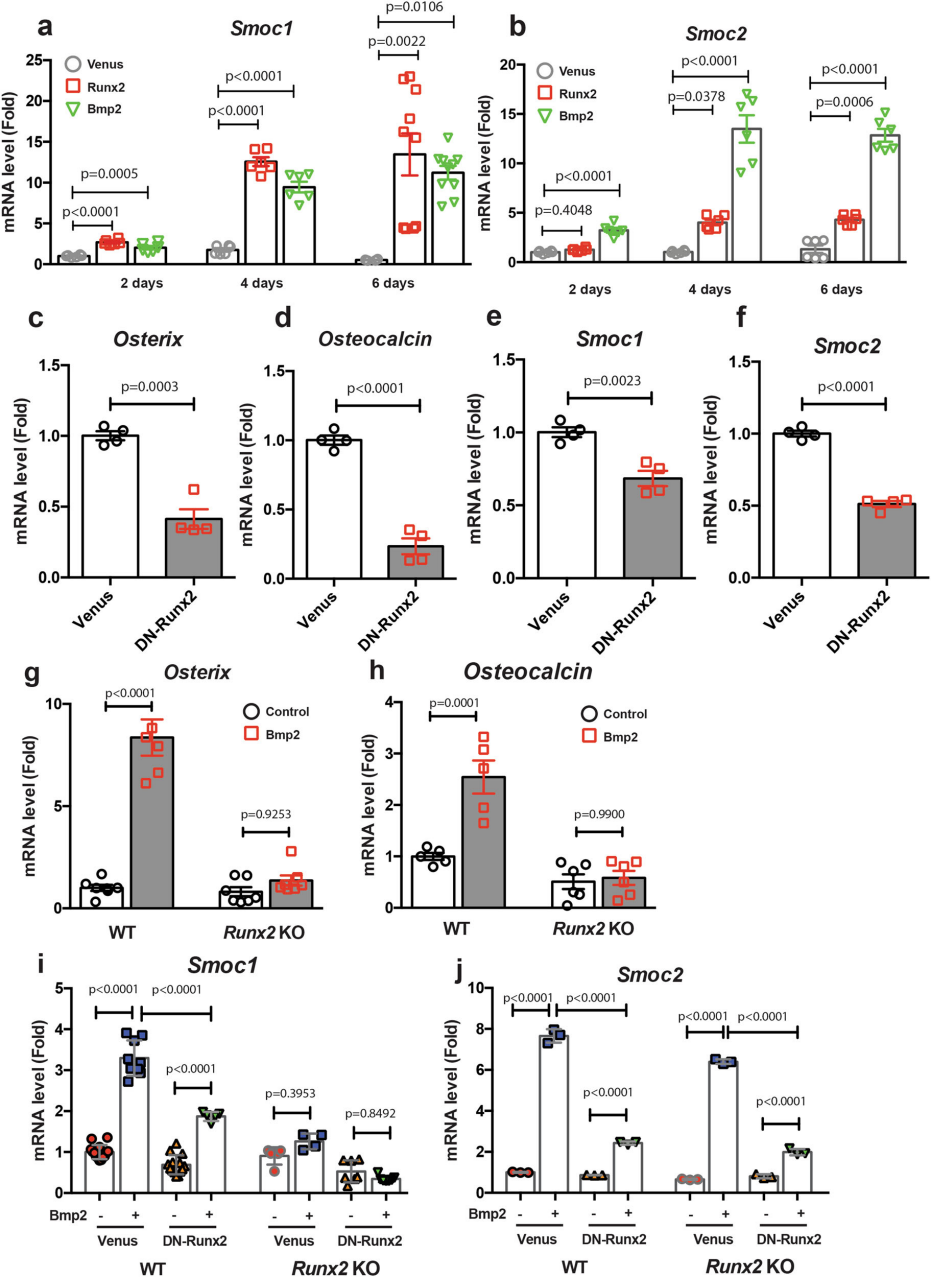
Regulation of *Smoc1 and Smoc2* expressions by Runx2 and Bmp2. **a**, **b** Primary limb bud cells were infected with Venus (control), Runx2, or Bmp2 adenoviruses. At 2, 4, or 6 days after infection, total RNA was extracted from the cells and *Smoc1* (**a**) and *Smoc2* (**b**) mRNA expressions were determined by RT-qPCR (*n* = 6–10, biologically independent samples). **c**–**f** Primary osteoblasts isolated from mouse calvariae were infected with Venus or DN-Runx2 adenoviruses. At 3 days after infection, total RNA was extracted and *Osterix* (**c**), *Osteocalcin* (**d**), *Smoc1* (**e**), and *Smoc2* (**f**) mRNA expressions were determined by RT-qPCR (*n* = 4, biologically independent samples). **g**, **h** Limb bud cells isolated from WT or *Runx2* KO littermate mice were incubated with or without Bmp2 (500 ng/mL) for 4 days. The total RNA was extracted from the cells and *Osterix* (**g**) and *Osteocalcin* (**h**) mRNA expressions were determined by RT-qPCR (*n* = 5–8, biologically independent samples). **i**, **j** Limb bud cells isolated from WT or *Runx2* KO littermate mice were infected with Venus or DN-Runx2 adenovirus, followed by incubation with or without Bmp2 (500 ng/mL). After 4 days of incubation, *Smoc1* (**i**), and *Smoc2* (**j**) mRNA expressions were determined by RT-qPCR (Smoc1: *n* = 14, Smoc2: *n* = 3, biologically independent samples). Values are the mean ± SE.

### Smoc1 and Smoc2 expressions in skeletal tissues

To clarify whether *Smoc1* and *Smoc2* expressions are regulated by Runx2 in vivo, we examined their expressions in *Runx2* KO and WT littermate mice at the E12.5 stage as determined by whole-mount in situ hybridization. The analyses revealed that *Smoc1* was strongly expressed in the skull (Fig. 2a), forelimbs, hindlimbs (Fig. 2b), and vertebrae (Fig. 2c). The *Smoc1* signals in the skull and vertebrae of *Runx2* KO mice were moderately less than those of WT mice (Fig. 2a, c). Strong *Smoc2* expression was observed in the skull of WT mice (Fig. 2d), whereas only very weak signals were detected in other tissues (Fig. 2e, f). Notably, a drastic decrease of *Smoc2* expression in the skull of *Runx2* KO mice was seen compared with that in the skull of WT mice (Fig. 2d). In addition, the localization of *Runx2* expression was similar to *Smoc2* expression in the skull (Supplementary Fig. 5a, b). These results suggest that Smoc1 and Smoc2 are downstream molecules of Runx2 in vivo.

**Fig. 2:**
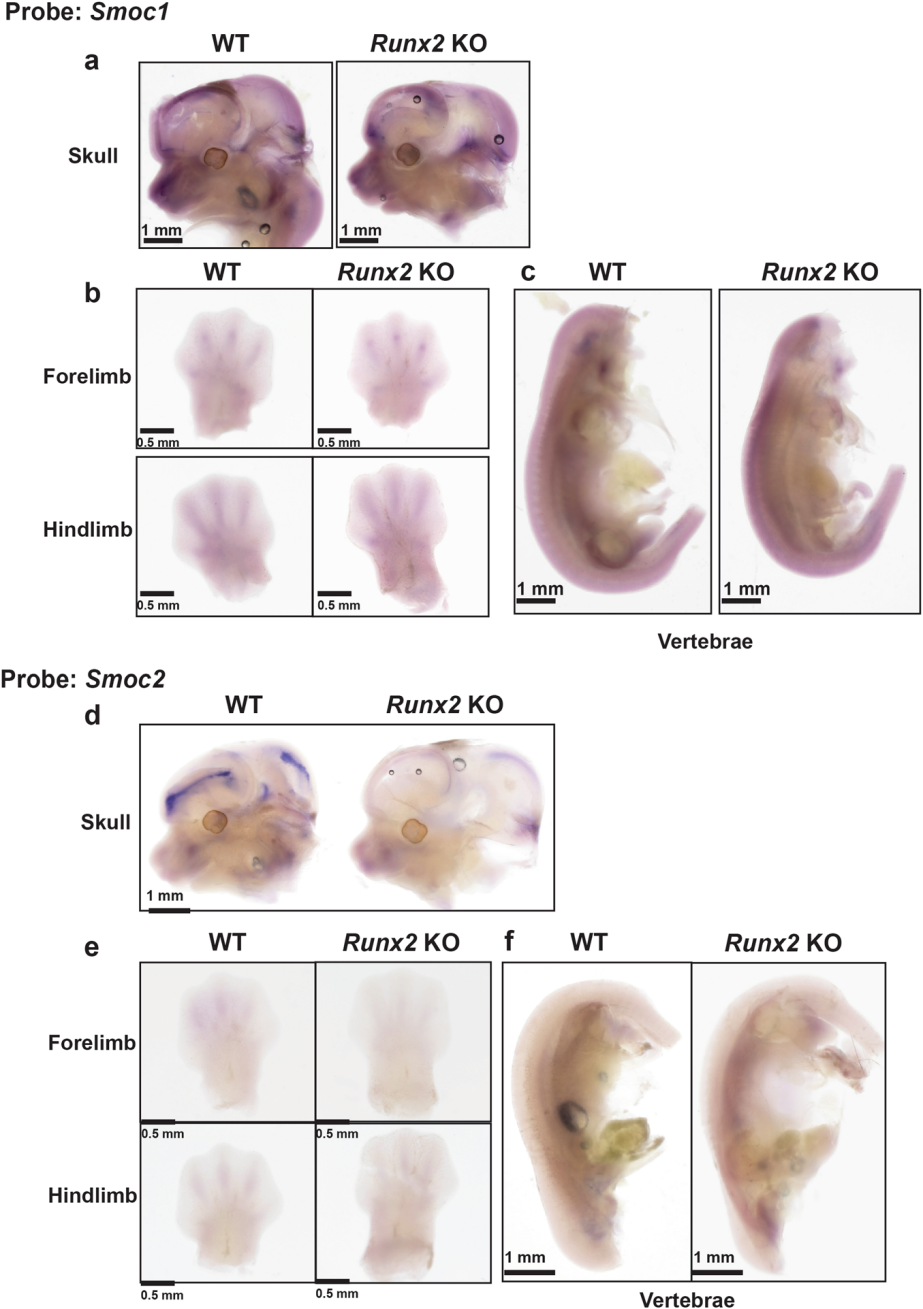
Expression of *Smoc1* and *Smoc2* in skeletal tissues. Whole-mount in situ hybridization analyses of (**a**) skull, (**b**) forelimb and hindlimb, and (**c**) vertebrae in *Runx2* KO and WT littermate mice at E12.5 for *Smoc1*. Whole-mount in situ hybridization analyses of (**d**) skull, (**e**) forelimb and hindlimb, and (**f**) vertebrae in *Runx2* KO or WT littermate mice at E12.5 for *Smoc2* (*n* = 4, biologically independent animals).

### Roles of Smoc1 and Smoc2 in osteoblastogenesis

To examine the functional roles of Smoc1 and Smoc2 in osteoblast differentiation, we performed knockdown experiments by employing short hairpin RNA (shRNA) approaches in primary osteoblasts isolated from mice calvariae. shRNA retrovirus infection against *Smoc1* (shSmoc1) and *Smoc2* (shSmoc2) efficiently inhibited *Smoc1* and *Smoc2* expressions in osteoblasts, respectively (Fig. 3a, b). *Runx2* and *Osterix* expressions were significantly suppressed in osteoblasts by shSmoc1 and/or shSmoc2 retrovirus infection (Fig. 3c, d). Furthermore, shSmoc1 and/or shSmoc2 retrovirus infection inhibited osteoblast alkaline phosphatase activity (Fig. 3e, f) and mineralization (Fig. 3g). These data suggest that both, Smoc1 and Smoc2, play a role in osteoblast differentiation and maturation.

**Fig. 3:**
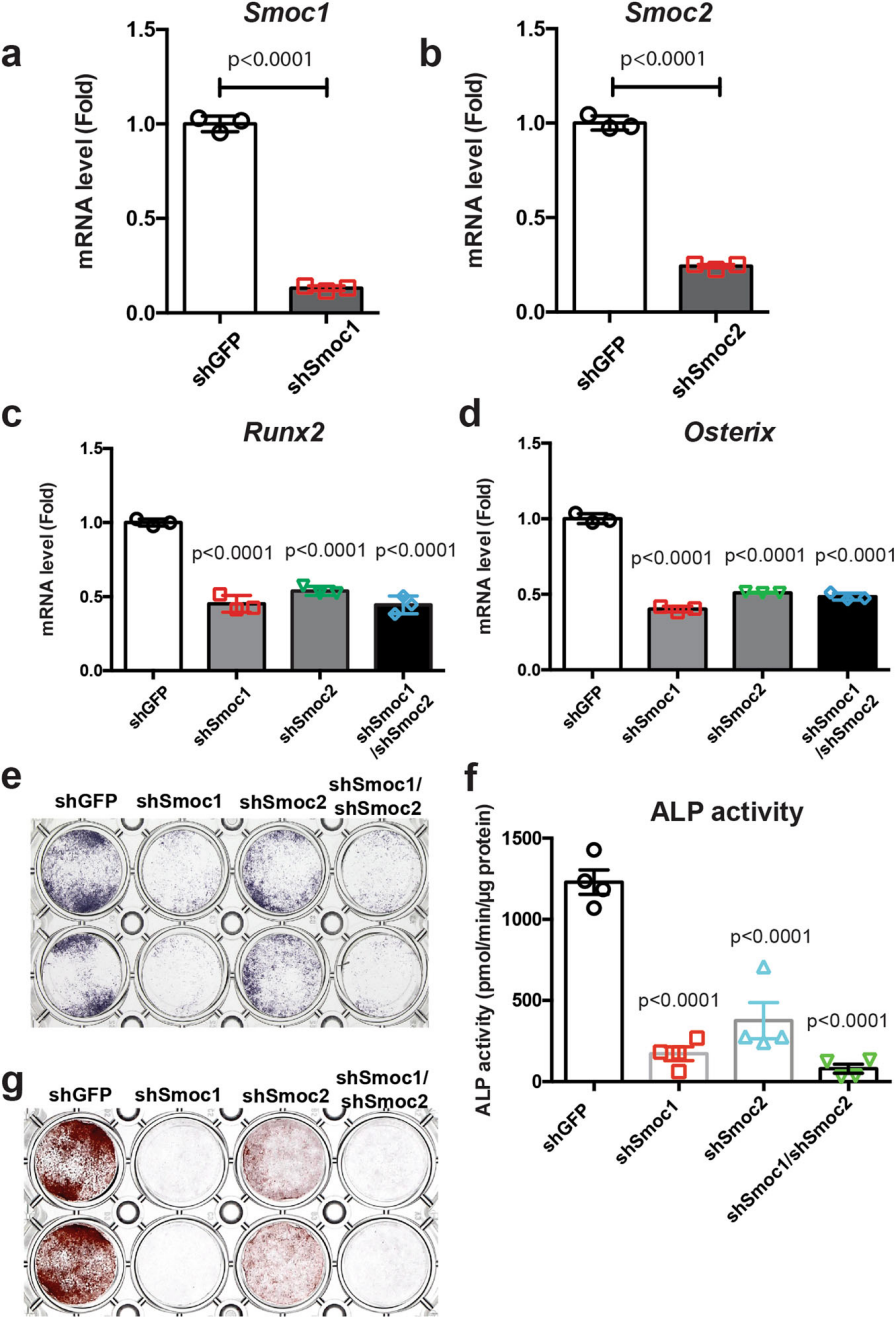
Roles of Smoc1 and Smoc2 in osteoblast differentiation. **a**–**d** Primary osteoblasts isolated from mouse calvariae were infected with shGFP, shSmoc1, shSmoc2, or both shSmoc1 and shSmoc2 retroviruses. At 72 h after infection, the culture medium was replaced with a new medium and the cells were infected with Bmp2 adenovirus for 6 h, followed by incubation in a differentiation medium containing 50 μg/mL ascorbic acid and 5 mM sodium β-glycerophosphate for 5 days. Total RNA was extracted from the cells and expressions of *Smoc1* (**a**), *Smoc2* (**b**), *Runx2* (**c**), and *Osterix* (**d**) mRNAs were determined by RT-qPCR. Values are the mean ± SE (*n* = 3, biologically independent samples). **e**–**g** Primary osteoblasts isolated from mouse calvariae were infected with shGFP, shSmoc1, shSmoc2, or both shSmoc1 and shSmoc2 retroviruses. The cells were infected with Bmp2 adenovirus and incubated in the presence of 50 μg/mL ascorbic acid and 5 mM sodium β-glycerophosphate. After incubation for 3 or 5 days, the cells were evaluated by alkaline phosphatase staining (*n* = 3, independent experiments) (**e**), alkaline phosphatase activity (*n* = 4, biologically independent samples) (**f**), and alizarin red staining (**g**) (*n* = 3, independent experiments).

### Roles of Smoc1 and Smoc2 in bone and cartilage development

To evaluate the functional roles of Smoc1 and Smoc2 in bone formation in vivo, we generated *Smoc1* and *Smoc2* KO mice (Supplementary Figs. 6 and 7). To generate *Smoc1* KO mice, we first generated *Smoc1* flox mice and mated these with CAG-Cre transgenic mice. Following the generation of *Smoc1* heterozygous deficient mice, we established *Smoc1* KO mice by mating the heterozygous mice (Supplementary Fig. 6). Okada et al. previously reported that *Smoc1* homozygous mutant mice displayed a phenotype of ocular dysplasia, limb malformation, and fibula loss^24^. These *Smoc1* KO mice were viable at postnatal day 0 (P0) but died within 3 weeks. Rainger et al. also showed that *Smoc1* mutant mice have defects of eye development, mispositioned femur and fibula, and hindlimb malformation^25^. Our *Smoc1* KO mice had a similar skeletal phenotype to these, however, they died shortly after birth, not surviving for more than a day (Supplementary Fig. 8); although we do not know the reason why our *Smoc1* KO mice are lethal. A recent study by Marchant et al. reported that canine brachycephaly is associated with the *SMOC2* gene function and that the dogs in which the *SMOC2* gene was mutated displayed dysmorphic skulls^26^. Our *Smoc2* KO mice showed almost normal growth and fertility (Supplementary Fig. 9a–f). However, a moderate craniofacial phenotype, with shorter nasal to the eye and nasal to parietal bone distances, was observed in *Smoc2* KO mice (Supplementary Fig. 9g–i). Because Smoc1 and Smoc2 have been proposed to functionally compensate for one another based on their highly conserved homology^20^, we generated DKO mice deficient in both *Smoc1* and *Smoc2* and assessed their phenotypes. Based on our observation that *Smoc2*^−/−^ mice had only marginal phenotypes in skeletal tissues compared with their WT littermates (Supplementary Fig. 9), we first mated *Smoc1*^+/−^;*Smoc2*^−/−^ mice with each other and used the *Smoc2*^−/−^ littermate mice as control mice for the *Smoc1* and *Smoc2* DKO mice. Deletion of the *Smoc1* or *Smoc2* gene did not affect the expression level of the other gene in vivo (Supplementary Fig. 5b, c). A severe craniofacial phenotype, which resulted in neonatal lethality of the mice, and moderate dwarfism were observed in *Smoc1*^−/−^;*Smoc2*^−/−^ mice (Fig. 4a–c), whereas clavicle formation appeared normal in Smoc1^−/−^;*Smoc2*^−/−^ mice and *Smoc2*^−/−^ mice at E17.5 (Fig. 4d). Shortened scapula, humerus, tibia, and forelimb were observed in *Smoc1*^−/−^;*Smoc2*^−/−^ mice compared with *Smoc2*^−/−^ mice (Fig. 4e–h). The tibia in *Smoc1*^−/−^;*Smoc2*^−/−^ mice was also bent (Fig. 4g). Cranial hypoplasia was also confirmed in the earlier developmental stages of E12.5 and E13.5 (Supplementary Fig. 10). To further analyze the skeletal phenotype of *Smoc1* and *Smoc2* DKO mice, we next mated *Smoc1*^+/−^;*Smoc2*^+/−^ mice. As a result of counting all the genotyping patterns of the E18.5 offspring, the number of individuals obtained was approximately according to Mendel’s laws (Supplementary Data 4). Consistent with the results shown in Fig. 4, *Smoc1* and *Smoc2* DKO mice displayed dwarfism, complete loss of calvariae, skull hypoplasia, and shortened limbs (Supplementary Fig. 11). Interestingly, *Smoc1*^−/−^;*Smoc2*^+/−^ mice also showed severely deficient calvariae morphogenesis and exhibited craniofacial anomalies (Supplementary Fig. 11 and Supplementary Data 4). These results indicate that Smoc1 and Smoc2 play important roles in bone formation and craniofacial development.

**Fig. 4:**
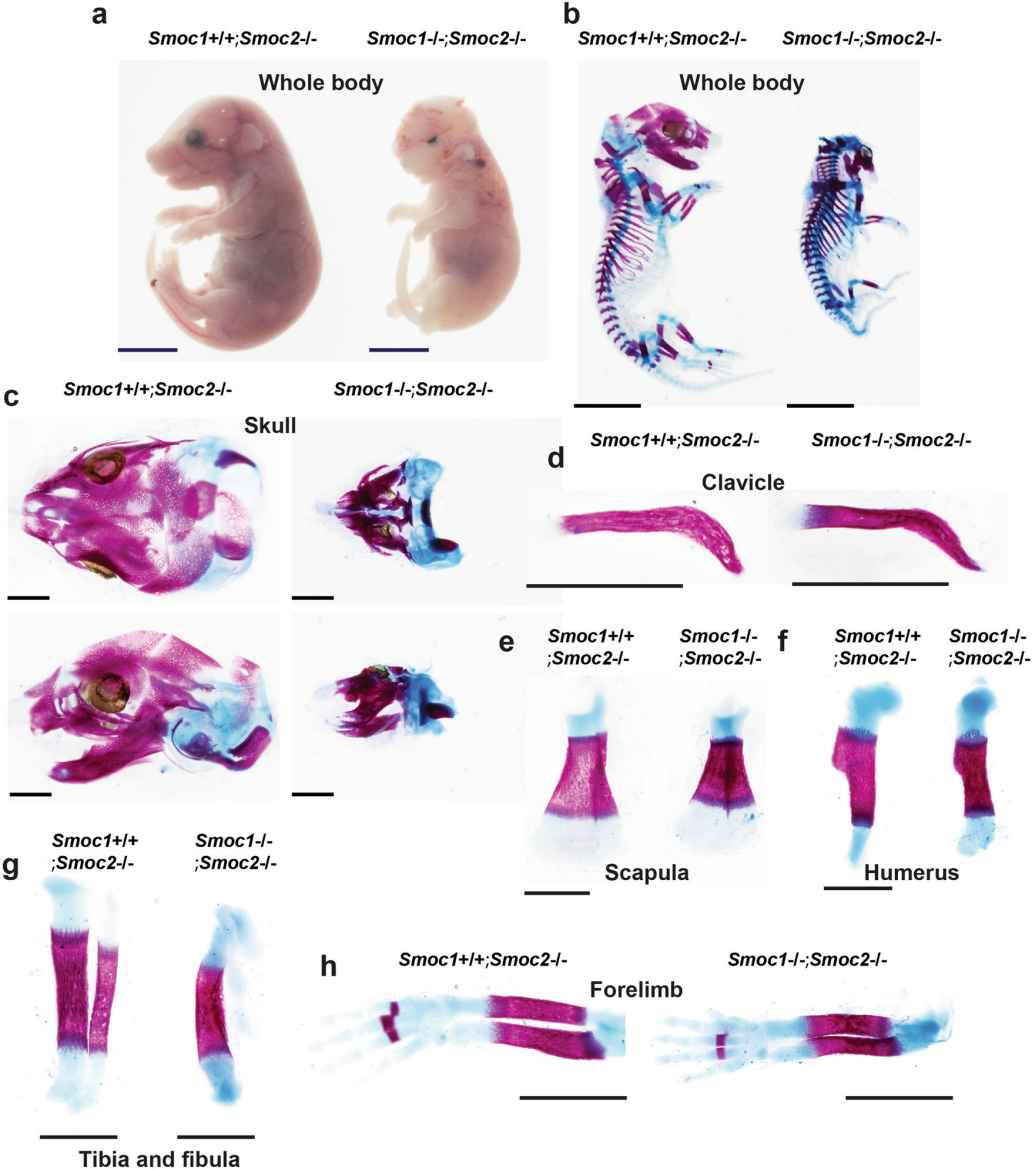
Skeletal abnormalities in *Smoc1/2* DKO mice. *Smoc1*^+/−^;*Smoc2*^−/−^ mice were mated, and *Smoc1*^+/+^;*Smoc2*^−/−^ and *Smoc1*^−/−^;*Smoc2*^−/−^ littermate mice were analyzed at E17.5 macroscopically under a stereoscopic microscope (**a**) and by skeletal preparations stained with alizarin red and alcian blue (**b**–**h**). **a** Growth retardation in *Smoc1*^−/−^;*Smoc2*^−/−^ mice. Staining in the whole body (**b**), skull (**c**), clavicle (**d**), scapula (**e**), humerus (**f**), tibia and fibula (**g**), and forelimb (**h**) of *Smoc1*^+/+^;*Smoc2*^−/−^ and *Smoc1*^−/−^;*Smoc2*^−/−^ littermate mice. **a**, **b** Scale bars: 5 mm. **c**–**h** Scale bars: 1 mm.

Our *Smoc1* KO mice displayed loss of the fibulae and consistent phenotypes with *Smoc1*^tm1a/tm1a^ mutant mice (Supplementary Fig. 8). Because it has been reported that fibula loss is caused by *Homeobox C11* (*Hoxc11*) gene overexpression^27^, we examined the involvement of Hoxc11 in the phenotype observed in *Smoc1* KO mice. Interestingly, *Hoxc11* expression was significantly upregulated by Bmp2 (Supplementary Fig. 12a). We also found an association of Hoxc11 with Runx2 by performing co-immunoprecipitation experiments (Supplementary Fig. 12b). However, Hoxc11 overexpression did not affect *Smoc1* or *Smoc2* expressions (Supplementary Fig. 12c, d). *Runx2*, *Osterix*, and *osteocalcin* expressions were unaltered by Hoxc11 overexpression (Supplementary Fig. 12e–g). Taken together, it is unlikely that Hoxc11 plays a role in fibula formation through Smoc1 or Smoc2, and other molecules would be involved in Bmp2-induced *Smoc1* and *Smoc2* expressions.

Because we observed dwarfism and shortened long bones in *Smoc1* and *Smoc2* DKO mice (Fig. 4 and Supplementary Figs. 10 and 11), we investigated the roles of Smoc1 and Smoc2 in endochondral bone formation. To achieve this, we histologically examined the tibia in *Smoc1* and *Smoc2* DKO mice at E15.5. Endochondral ossification appeared delayed in *Smoc1* and *Smoc2* DKO mice compared with *Smoc2* KO mice (Fig. 5a, b). *Collagen, type I, alpha 1 (Col1a1)*, *Collagen, type II, alpha 1* (*Col2a1)*, and *Parathyroid hormone 1 receptor* expressions appeared normal in *Smoc1* and *Smoc2* DKO mice (Fig. 5c). *Col10a1* expression was clearly separated from diaphysis in *Smoc2* KO mice, however, it was not still separated in the diaphysis of *Smoc1* and *Smoc2* DKO mice, supporting the notion that the late stage of endochondral bone formation was delayed in the DKO mice (Fig. 5c, d). Similarly, *Matrix metallopeptidase 13* (*Mmp13)*, *Osterix*, and *Runx2* expressions were reduced in *Smoc1* and *Smoc2* DKO mice (Fig. 5c, d). These data demonstrate that Smoc1 and Smoc2 are required for the late stage of endochondral bone formation, during which step Runx2 plays an important role (Fig. 6).

**Fig. 5:**
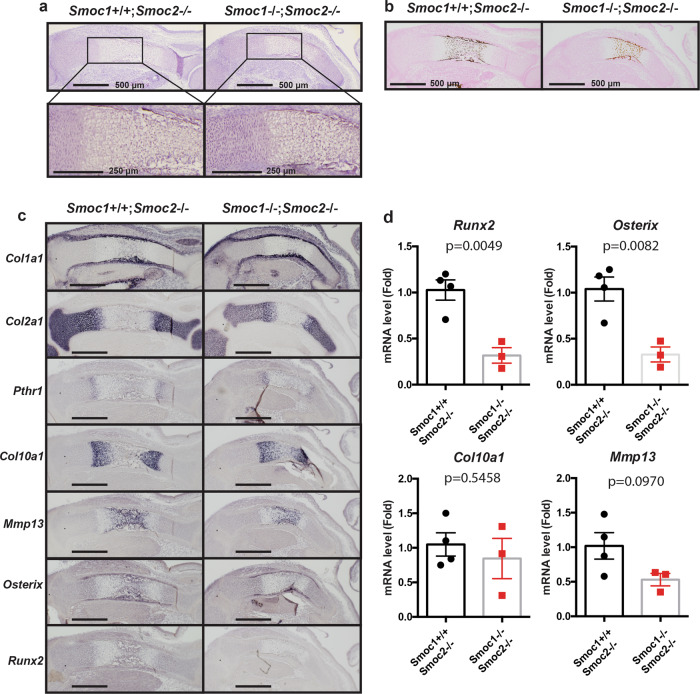
Delayed endochondral bone formation in *Smoc1/2* DKO mice. *Smoc1*^+/−^;*Smoc2*^−/−^ mice were mated, and *Smoc1*^+/+^;*Smoc2*^−/−^ and *Smoc1*^−/−^;*Smoc2*^−/−^ littermate mice at E15.5 were examined by hematoxylin-eosin (**a**) and von Kossa (**b**) staining (*n* = 4). **c** In situ hybridization analyses using antisense probes against *Col1a1*, *Col2a1*, *Pthr1*, *Col10a1*, *Mmp13*, *Osterix*, and *Runx2*. Scale bars: 500 μm (*n* = 4, biologically independent animals). **d** The total RNA was extracted from the tibia of *Smoc1*^+/+^;*Smoc2*^−/−^ or *Smoc1*^−/−^;*Smoc2*^−/−^ littermate mice at E15.5. The *Runx2*, *Osterix*, *Col10a1*, and *Mmp13* expression levels were determined by RT-qPCR (*Smoc1*^+/+^;*Smoc2*^−/−^: *n* = 4, *Smoc1*^−/−^;*Smoc2*^−/−^: *n* = 3, biologically independent animals). Values are the mean ± SE.

**Fig. 6:**
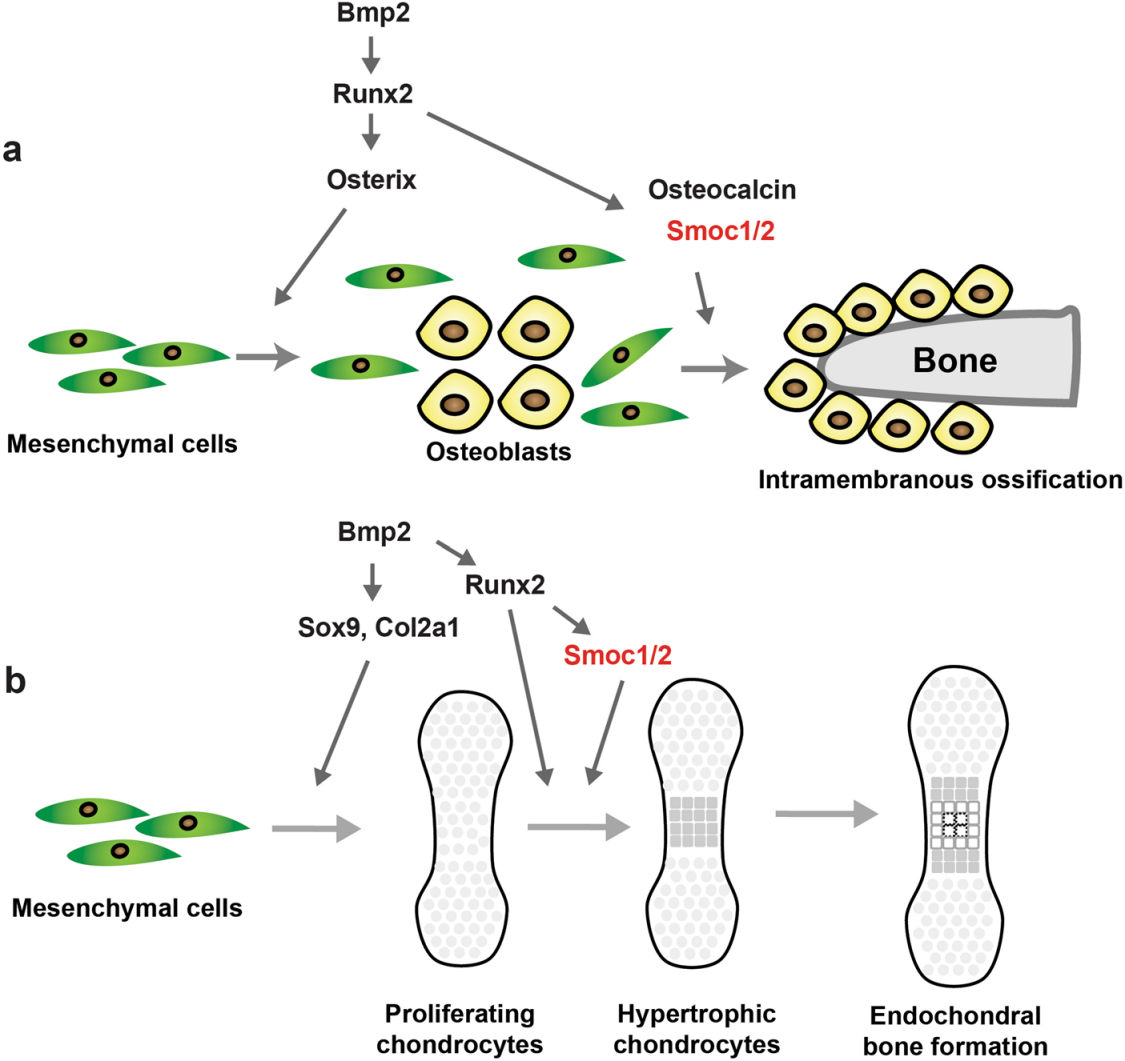
Schematic model of the Bmp2–Runx2–Smoc1/2 axis in bone formation. **a** For intramembranous ossification, the Bmp2–Runx2 axis directly induces Smoc1 and Smoc2; Smoc1 and Smoc2 play pivotal roles in bone formation. **b** The Bmp2–Sox9 axis regulates Col2a1 expression and the early stage of endochondral ossification. The Bmp2–Runx2–Smoc1/2 axis regulates the hypertrophic stage of endochondral ossification.

We subsequently attempted to examine whether Smoc1 and Smoc2 play a role in the differentiation of mesenchymal cells to osteoblasts and/or chondrocytes. To address this, we examined the effect of Smoc1 and Smoc2 on the expressions of osteoblast and chondrocyte marker genes in Bmp2-stimulated limb bud cells isolated from *Smoc1* or *Smoc2* KO and WT littermate mice. The early chondrocyte markers, *Col2a1* and *Sox9*, were decreased in the *Smoc1*-deficient limb bud cells (Supplementary Fig. 13a), but not in the *Smoc2*-deficient limb bud cells (Supplementary Fig. 14a, b). Similar expression patterns were observed for *Mmp13* (Supplementary Figs. 13a and 14f). In addition, *Smoc1* deficiency decreased *Osterix* and *Runx2* expressions (Supplementary Fig. 13a), both of which are essential transcription factors for mesenchymal cell differentiation to osteoblasts, whereas *Smoc2* deficiency did not affect *Runx2* or *Osterix* expressions (Supplementary Fig. 14d, e). These results suggest that Smoc1 might be involved in mesenchymal cell differentiation to osteoblasts and chondrocytes, but not Smoc2. The findings were supported by the results that chondrocyte and osteoblast differentiation were suppressed in *Smoc1*-deficient cells as determined by alcian blue staining and alkaline phosphatase (ALP) activity assays, respectively (Supplementary Fig. 13b, c). These results suggest that Smoc1 and Smoc2 have different effects on osteoblast and chondrocyte differentiation from mesenchymal cells.

## Discussion

In this study, we attempted to identify Runx2-target molecules involved in bone formation and isolated Smoc1 and Smoc2 as such molecules. Smoc1 and Smoc2, are members of the SPARC/osteonectin family, are matricellular proteins associated with basement membranes, and are characterized by the presence of an extracellular domain and a follistatin-like domain^28^. Osteonectin is predominantly expressed in osteoblasts, and participates in the regulation of cell–matrix interactions, consequently influencing bone mineralization and angiogenesis^29–31^. However, *osteonectin* KO mice appeared normal and fertile until 6 months of age and had no obvious phenotypes in their skeletal tissues^32,33^. Although *osteonectin* was not increased by Bmp2 treatment, *Smoc1* and *Smoc2* were upregulated by both, Runx2 and Bmp2 (Fig. 1). Consistently, DN-Runx2 overexpression significantly inhibited Bmp2-induced *Smoc1* and *Smoc2* expressions. Moreover, Bmp2 failed to upregulate *Smoc1* expression in *Runx2*-deficient limb bud cells. Importantly, Bmp2-induced osteoblast differentiation of primary osteoblasts was clearly suppressed by Smoc1 or Smoc2 knockdown. In addition, *Smoc1* and *Smoc2* were highly expressed in mouse embryo calvariae and limbs (Fig. 2). Taken together, these results indicate that the SPARC family matrix proteins, *Smoc1* and *Smoc2*, are expressed in skeletal tissues, particularly the skull, function as important downstream molecules of Runx2, and play roles in osteoblastogenesis (Fig. 6).

Mutations in the *SMOC1* gene were shown to result in ophthalmo-acromelic syndrome (OAS), also known as Waardenburg anophthalmia syndrome, which manifests a distinctive pattern of distal limb anomalies^34,35^. Genetically constructed *Smoc1* mutant mice by gene-trapped technology, *Smoc1*^tm1a/tm1a^, with disruption of *Smoc1* gene expression to ~10% of the normal level, displayed similar malformation of the hindlimbs to that observed in the limbs of human OAS patients^25^. Consistently, our *Smoc1* KO mice showed similar skeletal phenotypes to *Smoc1*^tm1a/tm1a^ mice (Supplementary Fig. 8).

Because the homology between Smoc1 and Smoc2 is very high and their expressions coincide in skeletal tissues, we hypothesized that Smoc1 and Smoc2 functionally compensate one another during bone formation. Interestingly, *Smoc1* and *Smoc2* DKO mice displayed severe phenotypes in skeletogenesis, including the complete loss of calvariae, ocular dysplasia, and shortened limbs. In addition, *Smoc1*^+/−^;*Smoc2*^−/−^ mice showed no skull formation. Considering that *Smoc2*^−/−^ mice appeared normal skull formation, it would be possible that *Smoc2* deficiency might not be essential for skull formation. However, consistent with the previous literature (26), we observed mild skull dysplasia in *Smoc2* KO mice (Supplementary Fig. 9). Therefore, dosages and different tissue expressions of *Smoc1* and *Smoc2* are closely associated with the different bone phenotypes observed in the *Smoc1* and *Smoc2* mutant mice. In addition, histological analyses of *Smoc1* and *Smoc2* DKO mice revealed delayed endochondral ossification at the late stage, when Runx2 is functional. Taken together, these results indicate that Smoc1 and Smoc2 compensate each other and play important roles in both intramembranous and endochondral bone formation. By contrast, clavicle formation appeared normal in *Smoc1* and *Smoc2* DKO mice compared with control mice. We speculate that the normal clavicle formation in *Smoc1* and *Smoc2* DKO mice was due to low *Smoc1* and *Smoc2* expression levels in the clavicle and/or the involvement of other molecules.

There were differences in phenotypic severity, particularly in the extremity bones during endochondral bone formation. We observed that fibular hypoplasia and tibial bending were present in *Smoc1* and *Smoc2* DKO mice, whereas there was little morphological difference in the humerus, scapula, and forelimb between *Smoc1* and *Smoc2* DKO mice and their control littermate mice (Fig. 4). Furthermore, toe fusion was observed in the hindlimb, but not in the forelimb. It is speculated that Smoc1 and Smoc2 may have unknown functions such as interactions with molecules involved in patterning and development associated with the determination of the forelimbs and hindlimbs. Similarly, we observed different expression patterns between Smoc1 and Smoc2 in the developmental stage (Fig. 2 and Supplementary Fig. 5). These findings suggested that different Bmp ligands temporally and spatially regulate Smoc1 and Smoc2 in several tissues, including the eye (25).

Functional studies needed to understand the SMOC family still appear complex. Restricted distribution of Bmp signaling is regulated by a number of mechanisms, as shown in previous reports; ligand binding by extracellular Bmp antagonists^36^; interactions with extracellular matrix proteins, including heparan sulfate proteoglycans^37^. Smoc protein has also been shown to bind to heparan sulfate proteoglycans^38^. Smoc1 has been shown to inhibit Bmp signaling and to be essential for postgastrulation development in *Xenopus*^39^. Application of Bmp2 to NIH3T3 fibroblasts transfected with SMOC was shown to inhibit Smad1/5/8 phosphorylation^39^. *Pent*, the orthologue pentagon of *Smoc* in *Drosophila*, was found to be expressed in developing wing imaginal discs and to inhibit BMP signaling^40^. Meanwhile, a recent study showed that SMOC proteins have dual functions as BMP inhibitors and expanders of BMP signaling^41^. Therefore, Smoc functions may possibly play a role in regulating Bmp2 signaling, however, to the best of our knowledge, there have been no reports of Smoc functions in mammals. Because the precise molecular mechanisms by which Smoc1 and Smoc2 regulate bone and cartilage formation remain unclear in the present study, further detailed analyses are required in future studies. We believe that a better understanding of the molecular mechanisms could be achieved through the identification of the cell-surface receptors for Smoc1 and Smoc2. Thus, our findings reveal that the Bmp2–Runx2–Smoc1/Smoc2 axis plays an important role in bone formation; it may offer novel and effective therapeutic strategies associated with various bone and cartilage diseases.

## Methods

### Cells and reagents

LentiX-293T cells were purchased from Takara (Shiga, Japan). Plat-E cells were a generous gift from Dr. Kitamura (The University of Tokyo, Tokyo, Japan). Osteoblasts and limb bud cells were cultured in alpha modification of Eagle’s minimum essential media (α-MEM; Thermo Fisher, Waltham, MA, USA) containing 10% fetal bovine serum (FBS) at 37 °C in a humidified 5% CO_2_ incubator. Plat-E cells and LentiX-293T cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM; Thermo Fisher) containing 10% FBS. Recombinant Bmp2 was obtained from a conditioned medium of LentiX-293T cells transfected with a Bmp2 expression vector as described previously^42^. Bmp2 activity was determined by comparison with human recombinant Bmp2 (Peprotech, Rocky Hill, NJ, USA).

Osteoblasts were isolated from calvariae of 3–5-day-old neonatal mice by a sequential enzymatic digestion method as described previously^43^. Briefly, mouse calvariae were gently incubated with 5 mM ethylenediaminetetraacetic acid (EDTA) in phosphate-buffered saline (PBS) for 1 h at 37 °C, followed by three 20-min digestions with 0.25% collagenase in DMEM for 20 min at 37 °C. Cells obtained during the last two digestion processes were collected together in α-MEM containing 10% FBS. Throughout the subsequent experiments, α-MEM containing 10% FBS, 50 μg/mL ascorbic acid, and 5 mM sodium β-glycerophosphate were used to induce osteoblastic differentiation. Limb bud cells were isolated from mouse embryos at E12–E13 and digested with 0.05% trypsin/0.53 mM EDTA in PBS for 10 min at 37 °C. Cells obtained during the digestion were collected in α-MEM containing 10% FBS. For monolayer culture, limb bud cells were seeded at 1.6 × 10^5^ cells/cm^2^. All other chemicals used were of the highest purity commercially available.

### RNA-sequence and data analysis

Limb bud cells were infected with Venus, Runx2, or Bmp2 adenovirus. After 4 days of incubation, total RNA was extracted using a Nucleospin RNA Plus Kit (Takara). Sequencing was performed on an Illumina HiSeq 2500 platform (Illumina, San Diego, CA, USA) in a 75-base single-end mode. Sequenced reads without trimming were mapped to the mouse reference genome sequences (mm10) using TopHat version 2.1.1 in combination with Bowtie 2 version 2.4.2. and SAMtools version 1.11. The fragments per kilobase of exon per million mapped fragments were calculated using Cufflinks version 2.2.1. 

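The deposited table of these values holds 24346 genes. In it, Smoc1 was at 0.468 ± 0.139 FPKM (SD, n = 2) with Venus, 1.79 ± 0.470 with Runx2, and 1.41 ± 0.0366 with Bmp2 adenovirus. Smoc2 was at 25.4 ± 1.62 FPKM (SD, n = 2) with Venus, 52.8 ± 5.85 with Runx2, and 131 ± 11.0 with Bmp2 adenovirus. The log2 ratios of these means to Venus were 1.93 and 1.59 for Smoc1 and 1.06 and 2.37 for Smoc2, with Runx2 given first.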

Adjusted *P* values from RNA-sequencing data and principal component analysis (PCA) were analyzed by iDEP 9.1^44^. 

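Principal components were computed from the deposited counts as log2 CPM of the tested genes, centred for each gene and not scaled. The first component held 47.3% of the variance and the second 43.0%, together 90.3%. In this plane, the libraries of a pair lay at most 5.12 apart, and libraries of different conditions lay at least 93.9 apart. The Runx2 libraries were at 52.7 and 52.3 on the first component, the Venus libraries at -49.8 and -46.4, and the Bmp2 libraries at -4.08 and -4.74. On the second component, the Bmp2 libraries were at -55.9 and -54.8, and the Venus and Runx2 libraries between 23.8 and 33.2. The third component, with 4.79% of the variance, separated the replicates within each pair. From the 500 most variable genes, the first and second components held 97.6% of the variance.

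**Figure D3:**
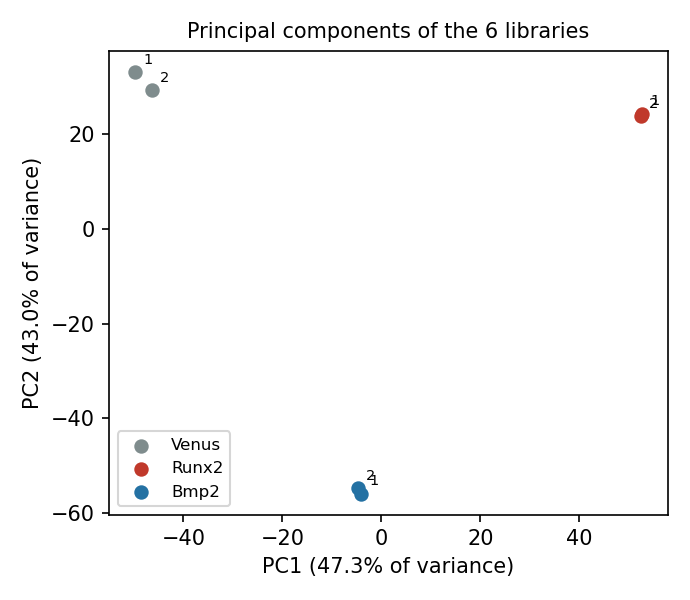
First and second principal components of the 6 libraries from log2 CPM, with the replicate number beside each point. The first axis holds 47.3% and the second 43.0% of the variance, and each pair of replicates lies within 5.12 of one another.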

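With DESeq2 on the rounded counts of the genes with more than 0.5 CPM in at least 2 libraries, 500 genes were upregulated and 1096 downregulated by Runx2, and 663 were upregulated and 793 downregulated by Bmp2. In this fit, 183 genes were upregulated by both. Of the upregulated gene symbols the paper lists in Supplementary Data 2 and 3, 489 of 496 for Runx2 and 640 of 652 for Bmp2 were also upregulated by edgeR's quasi-likelihood test at the same thresholds. With DESeq2 these numbers were 488 and 642.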

Upregulated genes were defined using a threshold of false discovery rate (FDR) < 0.1 and log2 fold change >1, following analysis with the DESeq2 package. Raw reads from these samples were submitted to the National Center for Biotechnology Information Gene Expression Omnibus database (accession number: GSE166982).

### Plasmids

Venus, Runx2, DN-Runx2, or Bmp2 cDNAs were ligated to the pAXcawt adenovirus vector (Takara) as described previously^45^. Flag-tagged-DN-Runx2 used in this study contains amino acids 2–247 of Runx2^11^. This construct lacks the transcriptional activation domain at the C-terminal region. The generation of these adenoviruses was performed using an adenovirus generation kit (Takara). A Venus adenovirus was used as the control adenovirus^46^. For shRNA vector construction for Smoc1 and Smoc2, the following oligo DNAs were used:

shSmoc1 forward, 5′-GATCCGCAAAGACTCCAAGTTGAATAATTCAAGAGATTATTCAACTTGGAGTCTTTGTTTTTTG-3′ and reverse, 5′-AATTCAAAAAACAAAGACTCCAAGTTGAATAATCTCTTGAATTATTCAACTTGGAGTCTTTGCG-3′; shSmoc2 forward, 5′-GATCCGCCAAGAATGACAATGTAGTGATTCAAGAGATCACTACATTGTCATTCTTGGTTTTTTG-3′ and reverse, 5′-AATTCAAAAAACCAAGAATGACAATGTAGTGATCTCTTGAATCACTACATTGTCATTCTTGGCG-3′; shGFP control forward, 5′-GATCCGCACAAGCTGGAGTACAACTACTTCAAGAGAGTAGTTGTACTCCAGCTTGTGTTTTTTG-3′ and reverse, 5′-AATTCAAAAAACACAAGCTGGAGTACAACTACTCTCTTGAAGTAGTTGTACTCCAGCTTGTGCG-3′. Each pair of single-stranded oligo DNAs was annealed at a concentration of 25 μM, and incubated at 95 °C for 5 min. The annealed oligo DNAs were individually inserted into the pSIREN-retroQ-based shRNA expression vector (Takara) at the BamHI/EcoRI site.

### Retrovirus infection

PLAT-E cells were seeded at 8 × 10^4^ cells/cm^2^ 1 day before transfection. Polyethylenimine (PEI) was used for all transfections. The pSIREN-retroQ shRNA expression vectors for shSmoc1 and shSmoc2 were mixed with PEI, and the plasmid-PEI complexes were incubated in Opti-MEM (Thermo Fisher) for 15 min at room temperature and added to PLAT-E cells. The virus supernatant was collected at 48 h after transfection and used to infect osteoblasts for 48 h in the presence of 4 μg/mL polybrene.

### Determination of ALP activity

ALP activity was determined as described previously^43,47,48^. In brief, cells were washed with PBS and solubilized with 0.1% Triton X-100, followed by determination of the ALP activity in lysates using *p*-nitrophenol phosphate as a substrate. Protein contents of the lysates were determined using the Bradford protein assay reagent (Bio-Rad, Hercules, CA, USA). For cytochemical analysis, cells were washed with PBS and fixed with 4% paraformaldehyde in PBS. Subsequently, cells were stained with a mixture of 330 μg/mL nitroblue tetrazolium, 175 μg/mL bromochloroindolyl phosphate, 100 mM NaCl, 50 mM MgCl_2_, and 100 mM Tris (pH 9.5).

### Alizarin red staining

Following induction of differentiation, cultured osteoblasts were washed with PBS twice, fixed in 70% ethanol, and stained with 0.4% alizarin red solution for 10 min.

### Skeletal preparation of mice

Following removal of the skin and viscera, mice were fixed in 96% ethanol for 24 h. Cartilage was stained for 24 h with alcian blue solution containing 0.015% alcian blue 8GX, 20% acetic acid, and 80% ethanol. Following dehydration with 100% ethanol for 3 days, the whole bodies were digested with 1% KOH at room temperature until the skeleton became clearly visible. The specimens were subsequently stained with 0.002% alizarin red in H_2_O for 24 h. Finally, the specimens were maintained in 100% glycerol and observed and photographed under an S-APO microscope (Leica, Wetzlar, Germany).

### Reverse transcription-quantitative polymerase chain reaction (RT-qPCR)

Cultured cells were washed twice with PBS and subjected to total RNA extraction with a Nucleo Spin RNA Plus Kit (Takara). cDNA was synthesized using ReverTra Ace^®^ qPCR RT Master Mix with gDNA Remover (TOYOBO, Osaka, Japan). The individual cDNAs were amplified with THUNDERBIRD^®^ SYBR qPCR Mix (TOYOBO) using a StepOnePlus™ Real-Time PCR System (Applied Biosystems, Foster City, CA, USA). The relative expression levels of the target genes were determined by the delta-delta Ct method using transcripts of *Actb* as the internal reference for each mouse RNA sample. The primer pairs and probes used for amplification were:

*Smoc1* forward, 5′-TGCCTGGGTGTTAGCAAAGAAG-3′, reverse, 5′-GCGTCCGATGAACGGGTTTG-3′, and probe, 5′-TGGTAGCCTTGGCAGCTTCCCTCAGG-3′; *Smoc2* forward, 5′-GCTTGGGTGTCACCAGAGAG-3′, reverse, 5′-CTGGGCTGTCTATTAGAAGAAGAAC-3′, and probe, 5′-AAGCCAACACCAGGAAGCGCCACA-3′; *Osterix* forward, 5′-AGCGACCACTTGAGCAAACAT-3′, reverse, 5′-GCGGCTGATTGGCTTCTTCT-3′, and probe, 5′-CCCGACGCTGCGACCCTCC-3′; *Osteocalcin* forward, 5′-GCAATAAGGTAGTGAACAGACTCC-3′, reverse, 5′-GTTTGTAGGCGGTCTTCAAGC-3′, and probe, 5′-TGGAGCCTCAGTCCCCAGCCCA-3′; *Runx2* forward, 5′-CTCCTTCCAGGATGGTCCCA-3′, reverse, 5′-CTTCCGTCAGCGTCAACACC-3′, and probe, 5′-CACCACCTCGAATGGCAGCACGCT-3′; *Actb* forward, 5′-TTAATTTCTGAATGGCCCAGGTCT-3′, reverse, 5′-ATTGGTCTCAAGTCAGTGTACAGG-3′, and probe, 5′-CCTGGCTGCCTCAACACCTCAACCC-3′.

### Whole-mount in situ hybridization

Digoxigenin (DIG)-labeled single-stranded RNA probes were prepared using a DIG RNA Labeling Kit (Roche, Basel, Switzerland). The *Smoc1* probe was an 847-bp fragment of the coding sequence (position 386–1232 in the NM_001146217.1 cDNA sequence). The *Smoc2* probe was a 1041-bp fragment of the coding sequence (position 460–1500 in the NM_022315.2 cDNA sequence). The *Runx2* probe was a 639-bp fragment of the coding sequence (position 3173–3807 in the NM_001146038.2 cDNA sequence).

C57BL6/J mouse embryos (E12.5) were fixed with 4% paraformaldehyde in PBS containing 0.1% Tween-20 overnight at 4 °C. Samples were hybridized with gene-specific DIG-labeled RNA probes overnight at 70 °C, washed, and incubated with 1:2500 diluted anti-DIG-AP Fab fragments (Roche) for 3 h at room temperature. For optimum signal detection, samples were treated with nitroblue tetrazolium chloride/5-bromo-4-chloro-3-indolyl phosphate at various times.

### Hematoxylin and eosin (HE) and von Kossa staining

Tissue preparation was conducted as previously described^49^. Briefly, mice tibiae at E15.5 were fixed in 4% paraformaldehyde in PBS and used to prepare paraffin-embedded sections with 7-µm thickness. The sections were deparaffinized and stained with Mayer’s hematoxylin and eosin solution. Bone mineralization was analyzed using the von Kossa staining method. In brief, the sections were fixed in 4% paraformaldehyde in PBS and subsequently incubated with 5% silver nitrate for 60 min under UV light. Following rinsing with distilled water, bone nodules were photographed using a phase-contrast microscope.

### In situ hybridization

Mice tibiae at E15.5 were fixed in 4% paraformaldehyde in PBS and used to prepare paraffin-embedded sections with 7-μm thickness. DIG-labeled single-stranded RNA probes were prepared using a DIG RNA Labeling Kit (Roche). The *Col2a1* probe was a 435-bp fragment of the coding sequence (position 1566–2000 in the NM_031163 cDNA sequence). The *Col10a1* probe was a 435-bp fragment of the coding sequence (position 903–1419 in the NM_009925.4 cDNA sequence). The *Col1a1* probe was a 324-bp fragment of the coding sequence (position 4466–4789 in the NM_007742.4 cDNA sequence). The *Mmp13* probe was a 639-bp fragment of the coding sequence (position 1576–2214 in the NM_008607.2 cDNA sequence). The *Pth1r* probe was a 780-bp fragment of the coding sequence (position 766–1545 in the XM_017313215.1 cDNA sequence). The *Osterix* probe was a 1312-bp fragment of the coding sequence (position 36–1347 in the NM_130458.3 cDNA sequence). The sections were mounted on glass slides, successively treated with 10 µg/mL proteinase K and 0.2 M HCl, and subjected to acetylation in 0.1 M triethanolamine/0.25% acetic anhydride. Following prehybridization, the sections were incubated with DIG-labeled RNA probes at 65 °C for 16 h. The sections were further incubated with anti-DIG-AP Fab fragments for 2 h at room temperature. Following washing, the sections were treated with nitroblue tetrazolium chloride/5-bromo-4-chloro-3-indolyl phosphate for various times for optimum staining.

### Generation of *Smoc1* flox mice and *Smoc2* KO mice

Three splice variants are known to exist for *Smoc1* at the protein level according to the Ensemble database (http://www.ensembl.org/index.html). All splice variants contain exon 1 (chromosome 12: 81026808–81027158), exon 2 (chromosome 12: 81104607–81104772), exon 3 (chromosome 12: 81105899–81106011), exon 4 (chromosome 12: 81135776–81135875), exon 5 (chromosome 12: 81137965–81138012), exon 6 (chromosome 12: 81150619–81150708), exon 7 (chromosome 12: 81152673–81152753), exon 8 (chromosome 12: 81167507–81167699), exon 9 (chromosome 12: 81168229–81168311), exon 10 (chromosome 12: 81170186–81170291), and exon 11 (chromosome 12: 81179479–81179723). Exon 1 includes the ATG start codon of *Smoc1*. Therefore, we decided to generate mutant mice, in which exon 1 of the *Smoc1* locus was floxed (Supplementary Fig. 6a). Similarly, three splice variants are known to exist for *Smoc2* at the protein level. 

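In the GENCODE annotation of GRCm38 (mm10), each of the 11 exons of Smoc1 that the paper lists on chromosome 12 is present with the same bounds in at least 1 of the 3 protein-coding transcripts. Exon 6, from 81150619 to 81150708, has these bounds in 1 of the 3 and starts at 81150652 in the others. Exon 1, from 81026808 to 81027158, is 351 bases long with these bounds in 1 of the transcripts and is overlapped by the first exon of all 3. In the others it starts at 81026828. The start codon lies from 81027063 to 81027065, within exon 1. In cells infected with the control virus, Smoc1 was read at 21 and 33 counts in the 2 libraries.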

All splice variants contain exon 1 (chromosome 17: 14279506–14279799), exon 2 (chromosome 17: 14325535–14325706), and exon 3 (chromosome 17: 14336547–14336653). 

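In the GENCODE annotation of GRCm38 (mm10), these 3 exons of Smoc2 are present with the same bounds, and they are 294, 172, and 107 bases long. The gene has 3 protein-coding transcripts among 7. Exon 1 has the listed bounds in 1 of the 3 and is overlapped by an exon of all 3, exon 2 is in all 3, and exon 3 is in 2 of the 3. The start codon lies from 14279716 to 14279718, within exon 1. In cells infected with the control virus, Smoc2 was read at 1115 and 1248 counts in the 2 libraries.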

Exon 1 includes the ATG start codon of *Smoc2*. Therefore, we decided to generate mutant mice, in which exon 1 of the *Smoc2* locus was flanked by the PGK-Neo cassette (Supplementary Fig. 7a). These targeting vectors were electroporated into TT2 embryonic stem cells^50^ and their homologous recombination was examined by Southern blotting analysis. Germline transmission of the mutant allele of *Smoc1* flox or *Smoc2* mutant was achieved by mating with C57BL/6J mice and confirmed by Southern blotting, genomic PCR, and RT-qPCR (Supplementary Materials and Methods, Supplementary Figs. 6b–d and 7b–d). The accession numbers for the *Smoc1* floxed and *Smoc2* heterozygous deficient mice are CDB0719K and CDB0802K, respectively (http://www2.clst.riken.jp/arg/mutant%20mice%20list.html). CAG-Cre transgenic mice were provided by the RIKEN Bioresource Research Center (Tsukuba, Japan; RBRC01828). For genotyping, the product sizes were: *Smoc1* WT) allele, 202 bp (forward primer, 5′-TCTCTCCCATTGGCTTCCAC-3′; reverse primer, 5′-GAGTGCGAGCGTGTGCTCT-3′); *Smoc1* deletion allele, 112 bp (forward primer, 5′-AACCGCCCCTCTCATCTCT-3′; reverse primer, 5′-GGTCCAGCGACACAACTTTAT-3′); *Smoc2* WT allele, 216 bp (forward primer, 5′-GTTCGCACACCGGATCTTC-3′; reverse primer, 5′-GGTTCTCAGTGAGGGACAACAG-3′); *Smoc2* KO allele, 205 bp (forward primer, 5′-GTTCGCACACCGGATCTTC-3′; reverse primer, 5′-GGTTCTCAGTGAGGGACAACAG-3′).

All protocols for animal use and experiments were approved by the Osaka University Institute Animal Experiment Committee and the Institutional Animal Care and Use Committee of the RIKEN Kobe Branch.

### Statistics and reproducibility

The statistical significances of differences in data were determined by two-tailed and unpaired Student’s *t* tests for two groups. Differences between three or more groups were compared by one-way analysis of variance (ANOVA) or two-way ANOVA followed by Tukey’s multiple-comparisons test. Values of *P* < 0.05 were considered to indicate statistical significance. All experiments were independently repeated at least three times under exactly the same conditions.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Transparent Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Data Availability

The source data for the graphs and charts in the main figures are available as Supplementary Data 1, and any remaining information can be obtained from the corresponding author upon reasonable request.

## References

[1] Karsenty G (1998). Transcriptional regulation of osteoblast differentiation during development. Front. Biosci..

[2] Long F (2011). Building strong bones: molecular regulation of the osteoblast lineage. Nat. Rev. Mol. Cell Biol..

[3] Kronenberg HM (2003). Developmental regulation of the growth plate. Nature.

[4] Long F, Ornitz DM (2013). Development of the endochondral skeleton. Cold Spring Harb. Perspect. Biol..

[5] Nakashima K (2002). The novel zinc finger-containing transcription factor osterix is required for osteoblast differentiation and bone formation. Cell.

[6] Komori T (1997). Targeted disruption of Cbfa1 results in a complete lack of bone formation owing to maturational arrest of osteoblasts. Cell.

[7] Akiyama H, Chaboissier MC, Martin JF, Schedl A, de Crombrugghe B (2002). The transcription factor Sox9 has essential roles in successive steps of the chondrocyte differentiation pathway and is required for expression of Sox5 and Sox6. Genes Dev..

[8] Otto F (1997). Cbfa1, a candidate gene for cleidocranial dysplasia syndrome, is essential for osteoblast differentiation and bone development. Cell.

[9] Mundlos S (1997). Mutations involving the transcription factor CBFA1 cause cleidocranial dysplasia. Cell.

[10] Ducy P, Zhang R, Geoffroy V, Ridall AL, Karsenty G (1997). Osf2/Cbfa1: a transcriptional activator of osteoblast differentiation. Cell.

[11] Nishimura R, Hata K, Harris SE, Ikeda F, Yoneda T (2002). Core-binding factor alpha 1 (Cbfa1) induces osteoblastic differentiation of C2C12 cells without interactions with Smad1 and Smad5. Bone.

[12] Komori T (2010). Regulation of bone development and extracellular matrix protein genes by RUNX2. Cell Tissue Res..

[13] Inada M (1999). Maturational disturbance of chondrocytes in Cbfa1-deficient mice. Dev. Dyn..

[14] Malaval L (2008). Bone sialoprotein plays a functional role in bone formation and osteoclastogenesis. J. Exp. Med.

[15] Rittling SR (1998). Mice lacking osteopontin show normal development and bone structure but display altered osteoclast formation in vitro. J. Bone Min. Res..

[16] Ducy P (1996). Increased bone formation in osteocalcin-deficient mice. Nature.

[17] Moriishi T (2020). Osteocalcin is necessary for the alignment of apatite crystallites, but not glucose metabolism, testosterone synthesis, or muscle mass. PLoS Genet.

[18] Komori, T. Functions of osteocalcin in bone, pancreas, testis, and muscle. *Int. J. Mol. Sci.***21**, 10.3390/ijms21207513 (2020).10.3390/ijms21207513PMC758988733053789

[19] Matsubara T (2008). BMP2 regulates Osterix through Msx2 and Runx2 during osteoblast differentiation. J. Biol. Chem..

[20] Vannahme C, Gösling S, Paulsson M, Maurer P, Hartmann U (2003). Characterization of SMOC-2, a modular extracellular calcium-binding protein. Biochem. J..

[21] Vannahme C (2002). Characterization of SMOC-1, a novel modular calcium-binding protein in basement membranes. J. Biol. Chem..

[22] Jang WG (2012). BMP2 protein regulates osteocalcin expression via Runx2-mediated Atf6 gene transcription. J. Biol. Chem..

[23] Meyer MB, Benkusky NA, Pike JW (2014). The RUNX2 cistrome in osteoblasts: characterization, down-regulation following differentiation, and relationship to gene expression. J. Biol. Chem..

[24] Okada I (2011). SMOC1 is essential for ocular and limb development in humans and mice. Am. J. Hum. Genet.

[25] Rainger J (2011). Loss of the BMP antagonist, SMOC-1, causes Ophthalmo-acromelic (Waardenburg Anophthalmia) syndrome in humans and mice. PLoS Genet.

[26] Marchant TW (2017). Canine brachycephaly is associated with a retrotransposon-mediated missplicing of SMOC2. Curr. Biol..

[27] Papenbrock T, Visconti RP, Awgulewitsch A (2000). Loss of fibula in mice overexpressing Hoxc11. Mech. Dev..

[28] Motamed, K. SPARC (osteonectin/BM-40). *Int. J. Biochem. Cell. Biol.***31**, 1363–1366 (1999).10.1016/s1357-2725(99)00090-410641790

[29] Sage H, Johnson C, Bornstein P (1984). Characterization of a novel serum albumin-binding glycoprotein secreted by endothelial cells in culture. J. Biol. Chem..

[30] Termine JD (1981). Osteonectin, a bone-specific protein linking mineral to collagen. Cell.

[31] Jundt G, Berghäuser KH, Termine JD, Schulz A (1987). Osteonectin—a differentiation marker of bone cells. Cell Tissue Res..

[32] Gilmour DT (1998). Mice deficient for the secreted glycoprotein SPARC/osteonectin/BM40 develop normally but show severe age-onset cataract formation and disruption of the lens. EMBO J..

[33] Boskey AL, Moore DJ, Amling M, Canalis E, Delany AM (2003). Infrared analysis of the mineral and matrix in bones of osteonectin-null mice and their wildtype controls. J. Bone Min. Res..

[34] Abouzeid H (2011). Mutations in the SPARC-related modular calcium-binding protein 1 gene, SMOC1, cause Waardenburg anophthalmia syndrome. Am. J. Hum. Genet..

[35] Jamshidi J (2017). A novel mutation in SMOC1 and variable phenotypic expression in two patients with Waardenburg anophthalmia syndrome. Eur. J. Med. Genet.

[36] Brazil DP, Church RH, Surae S, Godson C, Martin F (2015). BMP signalling: agony and antagony in the family. Trends Cell Biol..

[37] Matsumoto Y (2010). Conditional ablation of the heparan sulfate-synthesizing enzyme Ext1 leads to dysregulation of bone morphogenic protein signaling and severe skeletal defects. J. Biol. Chem..

[38] Klemenčič M, Novinec M, Maier S, Hartmann U, Lenarčič B (2013). The heparin-binding activity of secreted modular calcium-binding protein 1 (SMOC-1) modulates its cell adhesion properties. PLoS ONE.

[39] Thomas JT, Canelos P, Luyten FP, Moos M (2009). Xenopus SMOC-1 Inhibits bone morphogenetic protein signaling downstream of receptor binding and is essential for postgastrulation development in Xenopus. J. Biol. Chem..

[40] Vuilleumier R (2010). Control of Dpp morphogen signalling by a secreted feedback regulator. Nat. Cell Biol..

[41] Thomas, J. T. et al. SMOC can act as both an antagonist and an expander of BMP signaling. *eLife***6**, 10.7554/eLife.17935 (2017).10.7554/eLife.17935PMC536044528323621

[42] Ichida F (2004). Reciprocal roles of MSX2 in regulation of osteoblast and adipocyte differentiation. J. Biol. Chem..

[43] Takahata Y (2011). Osteoblastic γ-aminobutyric acid, type B receptors negatively regulate osteoblastogenesis toward disturbance of osteoclastogenesis mediated by receptor activator of nuclear factor κB ligand in mouse bone. J. Biol. Chem..

[44] Ge SX, Son EW, Yao R (2018). iDEP: an integrated web application for differential expression and pathway analysis of RNA-Seq data. BMC Bioinforma..

[45] Hata K (2013). Arid5b facilitates chondrogenesis by recruiting the histone demethylase Phf2 to Sox9-regulated genes. Nat. Commun..

[46] Takahata Y (2019). Sox4 is involved in osteoarthritic cartilage deterioration through induction of ADAMTS4 and ADAMTS5. FASEB J..

[47] Katagiri T (1994). Bone morphogenetic protein-2 converts the differentiation pathway of C2C12 myoblasts into the osteoblast lineage. J. Cell Biol..

[48] Takahata Y (2012). Positive regulation by γ-aminobutyric acid B receptor subunit-1 of chondrogenesis through acceleration of nuclear translocation of activating transcription factor-4. J. Biol. Chem..

[49] Yoshida M (2015). The transcription factor Foxc1 is necessary for Ihh-Gli2-regulated endochondral ossification. Nat. Commun..

[50] Yagi T (1993). A novel ES cell line, TT2, with high germline-differentiating potency. Anal. Biochem..

# Supplementary material for: Smoc1 and Smoc2 regulate bone formation as downstream molecules of Runx2
**Source:** Commun Biol. 2021 Oct 19;4:1199. doi: 10.1038/s42003-021-02717-7
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** (Smoc1(+/-); Smoc2(+/-) x Smoc1(+/-); Smoc2(+/-) E18.5 stage).

**File name:** Supplementary Data 2

**Description:** Differential gene expression in limb bud cells. Bmp2 vs Venus control

**File name:** Supplementary Data 3

**Description:** Differential gene expression in limb bud cells. Runx2 vs Venus control.

**File name:** Supplementary Data 4

**Description:** Source data for main figures.

How the deposited data were processed for this re-analysis (not part of the article)

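RNA-sequence data came from mouse limb bud cells infected with Venus (control), Runx2, or Bmp2 adenovirus and collected after 4 days, with 2 libraries per virus and 6 in all. The replicates were grouped by the virus given in the sample labels. The labels give embryonic day 12.5 and the paper's methods days 12 to 13 for the embryos, and both are given where the samples are described.

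The authors sequenced 75-base single-end reads, mapped them untrimmed to mm10 with TopHat, and deposited expected counts per gene, which are estimated counts that need not be whole and were not scaled for library size. The paper's text does not name the tool that counted the reads, the gene annotation, or whether strand was used. Between 9.73% and 10.6% of the values in a library were fractional, and genes with a fractional value held between 15.6% and 17.2% of a library's counts. The tests had been planned for raw counts, and the estimated counts were rounded to whole numbers for them. The authors also deposited FPKM values, calculated by Cufflinks, for 24346 genes. These were used for an alternative test and for the values of Smoc1 and Smoc2.

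From the counts, genes with more than 0.5 CPM in at least 2 libraries were kept, which left 14438 genes. Libraries held between 16566626 and 19263667 counts. They were scaled by TMM in edgeR 4.0.16 under R 4.3.3, and the quasi-likelihood test (without robust fitting) was fitted to all 6 libraries with 1 mean per virus, so that the 3 groups share an estimate of the spread. Runx2 and Bmp2 were each compared with Venus and with each other. The thresholds, an FDR below 0.1 and a log2 fold change beyond 1, are those of the paper's methods. Leaving out a library leaves 1 in its group, so only fold changes are given for these fits. With 2 libraries per group, no library could be examined as an outlier of its group. Precision at low levels was limited by the floor of 3 counts, which is 0.161 to 0.183 CPM, and fold changes of genes at the floor in a whole group are given as bounds.

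The procedure was tested on simulated data in which 200 of 14438 genes were changed by a log2 fold change of 1.5 with the real libraries' means and sizes. Of the changed genes, 188 were called, and 2 unchanged genes were called. The effect of shared controls was simulated 20 times with unchanged groups and 20 times with changes shuffled between genes in 20 strata of expression.

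Genes of fixed lists were tested with fry in limma 3.58.1, with Benjamini-Hochberg adjustment over 28 tests of 14 lists. Lists with fewer than 3 tested genes were not tested. The lists, the thresholds, the rule for named genes, and all alternatives other than the 3 said to be added were set before the data were examined, but after Supplementary Data 2 and 3 of the paper had been read. The genes named are those the paper names for skeletal cells and those picked by the size of their change. The latter are the 5 with the largest change in each comparison and direction. To these come the 5 with the largest smaller change among the genes upregulated by both. Both sets come from called genes with at least 1 CPM in the higher group. Their treated libraries also lie on the same side of both Venus libraries. Called members of a list are named where that list is discussed. An item selected by this rule is not reported here.

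The alternatives were DESeq2 1.42.0, limma-voom, 3 other normalizations, 3 other filters on low counts, a fit of only the 2 groups compared, a replicate block, a robust fit, an FDR of 0.05, a test against a log2 fold change of 1, library sizes without the virus-borne genes, 3 tests on the authors' FPKM values with a pseudocount of 1 or 0.1, and the omission of each library in turn. Positions are from the GENCODE annotation of GRCm38, which is the build mm10, and 24054 of 24421 gene symbols in the count table matched it. Stretches of 75 bases, the read length, were compared between the transcripts of all genes to find reads that another gene could share. RT-qPCR, chromatin, and knockout experiments of the paper were not analysed here.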

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

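The tests of leukocyte, T and NK cell, and mast cell RNA were set before the data were examined. The summed level used for the leukocyte markers, and all other tests of an explanation in this part, were chosen after the results were seen. The fixed lists and the thresholds were set before the data were examined, but after the paper's supplementary lists had been read. The signals below were above the level in the Venus controls, and the paper does not report them as sets in these RNA-sequence data, although it discusses Sox9, Col2a1, and Col10a1 among the chondrocyte genes in other experiments.

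The granzyme and chymase genes of chromosome 14 were higher with Runx2. Of 14 genes tested, 13 were upregulated, and their median log2 fold change was 3.90 with genes at the floor set at their bounds (6.34 fitted). With the FDR adjusted over the list alone 14 changed, and 13 over all genes tested, but this list was written after Supplementary Data 2 and 3 had been read, so the first count is not independent evidence. With Bmp2, 7 of the 14 were downregulated. The summed level of the listed locus genes was 1921 CPM with Runx2 against 52.4 with Venus. The summed levels of marker genes argue against RNA from blood cells as the source. Leukocyte markers summed to 55.75 CPM with Runx2 and 53.6 with Venus. T and NK cell markers summed to 6.72 and 17.6, and mast cell markers to 13.67 and 25.4. With Runx2 all of these sums were far below the locus. Of the 4 T and NK cell markers tested, 1 was upregulated with Runx2 and 2 were downregulated. The upregulated gene, Il2rb, rose from 7 and 7 counts with Venus to 49.5 and 28 with Runx2. Prf1, of the same list, rose from 0 and 0 counts to 7 and 5. The sums therefore do not speak for each marker. Reads shared between the genes also do not account for the whole pattern. Of the 6 locus genes without a 75-base stretch in another gene, 6 were upregulated (Gzmb, Gzmc, Mcpt1, Mcpt8, Mcpt-ps1, and Ctsg). Only exact stretches were compared. Gzmc and Mcpt8 had fractional counts in Runx2 replicate 1 (5087.58 and 3012.5), so shared reads are not excluded for them. Gzmb, Mcpt1, Mcpt-ps1, and Ctsg had whole counts in every library. The number upregulated was at least 13 under each of 7 other normalizations, tests, or corrections. A change of the whole region is opposed by 38 other genes within 500 kb, with a median log2 fold change of -0.0927, of which 2 were upregulated (Pck2, and Atp12a with a log2 fold change of 7.58, both chosen after their values were seen). An effect of Runx2 on the genes of this cluster remains as a hypothesis, found and tested on the same libraries.

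BMP response genes were higher with Bmp2, with a median log2 fold change of 1.75 and 15 of 18 genes upregulated. All 18 had an FDR below 0.1, adjusted over the list alone and over all genes tested. Of these, 17 rose and 1 fell, namely Grem1 with a log2 fold change of -0.24. At least 15 were upregulated under each of 7 other settings, which argues against the scaling between libraries. Dlx5 is the only gene held by more than one list. A response to the Bmp2 made from the virus remains as the hypothesis, and no uninfected cells were analysed here.

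Chondrocyte genes were higher with both viruses. With Bmp2, 10 of 15 genes were upregulated and the median log2 fold change was 1.88. With Runx2, 7 of 15 were upregulated and the median was 0.89. It was 1.46 when Ihh, at the floor in both groups and so without a fold change, was left out, and that rise comes from leaving out a gene below the median. The FDR was below 0.1 for 13 genes with Bmp2 and 9 with Runx2, adjusted over the list alone and over all genes tested. Under 7 other settings at least 9 were upregulated with Bmp2 and at least 7 with Runx2, which argues against the scaling between libraries. Whether more cells took a chondrocyte fate or each cell made more of these transcripts was not tested.

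Rrm2, which was chosen after its values were seen, rose with Bmp2 from 132 ± 7.69 to 825 ± 26.7 CPM (SD, n = 2), a log2 fold change of 2.65 (FDR = 3.80e-07 by edgeR's quasi-likelihood test), and was 120 ± 2.65 CPM with Runx2. A higher share of dividing cells is opposed by the 15 other proliferation genes, of which the highest log2 fold change was 0.36 and the median 0.02. Shared reads are opposed by the 2.33% of its 75-base stretches that occur in another gene. Of 7 other genes within 500 kb, 3 were upregulated with Bmp2 (Grhl1, Cys1, and Id2, chosen after their values were seen), so a change of Rrm2 alone and a change of its region cannot be told apart with so few neighbours.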

How the results depend on the processing

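The tests of the replicate differences described here were chosen after the results were seen, and so were 3 alternatives, namely DESeq2 with at least 0.5 CPM in 1 library, length and GC offsets, and scaling to Actb.

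The counts of called genes stayed within 1.5 times of the values above under all alternatives except the test against a log2 fold change of 1 and the tests on FPKM values. The test against a log2 fold change of 1 gave 316 Runx2 upregulated genes, 639 Runx2 downregulated genes, 423 Bmp2 upregulated genes, 460 Bmp2 downregulated genes, 98 genes upregulated by both, and 251 genes downregulated by both. It is stricter by construction. In the same order, limma on FPKM gave 256, 493, 366, 371, 72, and 210 with a pseudocount of 1, 255, 500, 366, 378, 72, and 216 without a filter, and 377, 800, 502, 602, 133, and 325 with a pseudocount of 0.1. A larger pseudocount shrinks the changes of low genes by construction. TMM's replacement by RLE, upper-quartile normalization, library size only, or length and GC offsets moved the share of upregulated among called genes by no more than 10 percentage points and the median of all genes by no more than 0.1. Scaling to Actb, whose own log2 fold change was -0.28 with Runx2 and -0.53 with Bmp2, raises every gene by the size of that change by construction, and no genes were called under it.

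For Smoc1 Runx2 against Venus, the log2 fold change was 0.92 on the log2(FPKM + 1) scale with and without a filter, and 2.21 scaled to Actb. For Smoc1 Bmp2 against Venus it was 0.72 on that scale, 1.59 with an FDR of 0.146 when tested against 1, and 2.12 scaled to Actb. For Smoc2 Runx2 against Venus it was 0.97 with library size only, 1.06 with an FDR of 1 when tested against 1, and 1.34 scaled to Actb, and for Smoc2 Bmp2 against Venus it was 2.90 scaled to Actb. The shifts under the pseudocount, the stricter test, and the scaling to Actb follow from their construction. With library size only, the median of all genes with Runx2 also moved, from 0.00924 to -0.0766, because the TMM factors were left out. Over the 4 fits that each left out a library, Smoc1 ranged from 1.64 to 2.26 with Runx2 and from 1.32 to 1.93 with Bmp2, and Smoc2 from 0.94 to 1.16 with Runx2 and from 2.28 to 2.46 with Bmp2. For Runx2 against Bmp2, Smoc1 ranged from 0.04 (without Runx2 replicate 2) to 0.57 and Smoc2 from -1.44 to -1.22.

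The correlation of Runx2 and Bmp2 fold changes was 0.52 among genes with a mean of at least 10 counts and from 0.48 to 0.54 when each library was left out. The first and second principal components held 97.6% of the variance for the 500 most variable genes, 88.6% from log2(FPKM + 1), and from 91.4% to 92.4% when a library was left out. Of the fixed gene lists tests, 15 passed with camera against 24 with fry, and those 15 were among the 24. Hoxc11, close to 0 with Runx2, changed sign with library size only (-0.053), without Venus replicate 2 (-0.18), and without Runx2 replicate 2 (-0.28), and ranged up to 0.31 (Hoxc11 Runx2 against Venus) over the 4 fits that each left out a library. The median of all genes also moved down with library size only, and for the libraries left out the cause was not tested. For single genes and lists, 20 other values became weaker and 1 stronger of the alternatives with a test, and 1161 stayed on their side. When a library was left out, 59 other values moved by more than the spread between replicates and 179 did not.

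With the replicate number as a block, there were 578 Runx2 upregulated genes and 740 Bmp2 upregulated genes. The numbers were not treated as pairs, since the correlations did not all have the same sign. The differences between replicates correlated at 0.20 between Venus and Runx2, -0.236 between Venus and Bmp2, and -0.259 between Runx2 and Bmp2. After trends on gene length and GC content were removed, the smallest of these was still 0.181 in size, so these trends alone are not the cause. Depth is opposed by the value of 0.2, since replicate 2 was the deeper library in Venus and the shallower in Runx2. The third principal component placed Venus 1, Runx2 1, and Bmp2 2 on one side, so a difference shared by these libraries stays open. The block uses the numbers as given and cannot remove it. No biological explanation was tested.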

Differences from the paper's values

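The scaling to Actb and the fit with DESeq2 and at least 0.5 CPM in 1 library were chosen after the values were seen.

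By RT-qPCR on day 4, the paper's log2 ratios from Supplementary Data 1 (n = 6) were larger than those of the RNA-sequence data. The measures are unlike, since the paper's RT-qPCR took Actb as its reference and the RNA-sequence values were scaled by TMM. Actb itself had log2 fold changes of -0.28 with Runx2 and -0.53 with Bmp2 here. Of the settings compared, only the scaling to Actb uses the paper's reference. A gap was taken as closed when the values differed by no more than the larger of 2 SDs of the log2 ratio, one computed from the paper's replicate values and one from the RNA-sequence replicates. The second replaced the standard error of the fit after the values were seen. For Smoc1 with Runx2 the paper's value was 2.83 (SD 0.470) against 1.92 here (SD 0.576), and of the alternatives set before the data were examined only the fit without Venus replicate 2 (2.26) met this criterion, which it did not with the standard error. For Smoc1 with Bmp2 the paper's value was 2.42 (SD 0.513) against 1.59, and of those alternatives only the fit without Venus replicate 2 (1.93) met it, as did the scaling to Actb (2.12), which was chosen after the values were seen. All of these values stayed below the paper's. For Smoc2 the paper's values were 1.97 (SD 0.325) with Runx2 against 1.06 and 3.71 (SD 0.442) with Bmp2 against 2.37, and none of the alternatives closed either gap.

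The paper reports 653 genes upregulated by Bmp2, 497 by Runx2, and 180 by both, against 755, 590, and 211 here, which are within 1.5 times of each other. With DESeq2 and at least 0.5 CPM in 1 library, a setting chosen after the values were seen, 668 and 504 genes were upregulated and 181 by both, the numbers of entries in the paper's Supplementary Data 2 and 3. The paper's 653, 497, and 180 are the numbers of distinct gene symbols among those entries, with a missing symbol counted once. Under that setting, all 1568 genes matched by symbol for Runx2 and all 1436 for Bmp2 had a log2 fold change within 0.001 of the paper's, and all 496 and 652 of the paper's upregulated symbols were called.

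The paper states that every splice variant of Smoc2 contains exon 3, which in the GENCODE annotation of GRCm38 is in 2 of the 3 protein-coding transcripts.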

Other observations

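The test of muscle cells was set before the data were examined, but the value used for it was chosen after the results were seen. So were all other tests of an explanation in this part. The fixed lists, thresholds, and rule for named genes were set before the data were examined. The paper's supplementary lists had been read by then.

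Of the genes the paper names in skeletal cells, Sp7 rose 123-fold with Runx2 and 499-fold with Bmp2. These are observed ratios and not lower bounds, since Sp7 had 3 counts in each Venus library, the floor itself. Alpl had log2 fold changes of 8.39 and 7.55 and Ibsp of 4.41 and 4.74. The last 2 genes had few counts in Venus, 5 and 2 for Alpl and 1 and 4 for Ibsp, and their fold changes depend on which Venus library is used. Without Venus replicate 1 and without Venus replicate 2, the log2 fold changes were 9.18 and 7.87 for Alpl Runx2 against Venus, 8.34 and 7.03 for Alpl Bmp2 against Venus, 3.77 and 5.61 for Ibsp Runx2 against Venus, and 4.11 and 5.95 for Ibsp Bmp2 against Venus. Bglap and Bglap2, which share 50.0% and 73.3% of their 75-base stretches with other genes and are therefore uncertain, were at the floor in Venus and rose at least 2.37-fold and 2.87-fold with Runx2 and 4.76-fold and 6.17-fold with Bmp2. Spp1 changed by -0.48 with Runx2 and -3.82 with Bmp2, and Mmp13 by -0.87 and -1.88. Sox9 changed by 2.17 and 3.19, Col1a1 by 1.12 and 0.61, Col2a1 by 0.89 and 1.49, Col10a1 by 0.65 and 2.28, and Pth1r by 0.96 and 1.5. For Col10a1 with Runx2 the FDR was 0.180 by edgeR's quasi-likelihood test, so a change was not shown. Hoxc11 changed by 0.03 and 0.52 (FDR of 0.962 and 0.313 by edgeR's quasi-likelihood test), and Actb by -0.28 and -0.53. Among genes upregulated by both with at least 1 CPM in each, Alpl, Adgrg3, Sp7, Ldoc1, and Asic3 had the largest smaller change as fitted. Gpr141, at 0.208 CPM with Bmp2, was below this limit, and its smaller fitted change was 4.90. Sp7, Adgrg3, and Ldoc1 were at the floor in Venus, where fitted changes are no bounds, and Adgrg3 rose at least 5.99-fold with Bmp2.

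The interferon response genes were lower with both viruses than with Venus. All 16 were downregulated by each, with a median log2 fold change of -5.43 with Runx2 and -4.89 with Bmp2 when genes at the floor were set at their bounds. Venus replicate 1 was above replicate 2 in 16 of 16 genes, with a median ratio of 2.08. A single Venus library as the source is opposed by 16 of 16 genes with both Venus libraries above all treated libraries. Macrophage RNA in Venus is opposed by the macrophage markers. Their sum was 1.45 times as high in Venus as in Runx2, against 15.6 times for the interferon genes. For Bmp2, the macrophage sum was 22.41 CPM in Venus and 10.75 in Bmp2, and the interferon sum 642.8 and 52.27. All 16 genes were downregulated under each of 7 other settings, which argues against the scaling between libraries. Between Runx2 and Bmp2 the median log2 fold change was -0.5472. Without uninfected cells, a response raised in the Venus cells and a response lowered by Runx2 and Bmp2 cannot be told apart.

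Across genes, the log2 fold changes with Runx2 and Bmp2 correlated with r = 0.50 and rho = 0.440. Genes are not independent replicates. Unchanged groups simulated with shared controls gave a mean r of 0.486 (from 0.447 to 0.526). Every difference in them is noise, so a high r follows by construction and cannot be set against data with many changed genes. When changes were shuffled between genes of similar expression, with controls still shared, the mean r was 0.0468. Sharing controls thus gave far less than the observed r in that setting. When each virus was set against a different Venus library, r was 0.471 and 0.4569, which opposes chance values of the Venus libraries as the whole source. Of the 520 genes downregulated by both, 371 did not differ between Runx2 and Bmp2 at an FDR of 0.1. A higher expression of these genes in Venus cells than in both others may contribute, and this was not separated from an effect of each virus.

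Skeletal muscle markers fell with Runx2, with a median log2 fold change of -0.97 and 6 of 15 downregulated. With library size only, 11 of 15 were downregulated and the median was -1.06, and with upper-quartile normalization or length and GC offsets 5 were. A lower share of muscle cells could lower other genes no further than the muscle markers, whose lowest value was -1.83, yet 37.99% of the genes downregulated by Runx2 (479 of 1261) lay below it, with genes at the floor set at their bounds. It is therefore opposed as the only source of the downregulated genes, and stays open for the muscle genes.

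The other lists are given as the median fitted log2 fold change with Runx2 and then with Bmp2, with the FDR of fry over 28 tests. Osteoblast markers were at 1.20 and 2.31, or 1.18 and 1.87 with genes at the floor set at their bounds (FDR of 0.0019 and 0.0019), SPARC family genes at 0.86 and 0.91 (0.0255 and 0.00912), and BMP response genes with Runx2 at -0.20 (0.0078). Leukocyte markers were at -0.06 and -1.03, the latter -0.90 with such bounds (0.3 and 0.00912), T and NK cell markers at -1.20 and -0.91 (0.0166 and 0.0102), and macrophage markers at 0.40 and -0.67 (0.235 with a decrease in the test, and 0.0255). Muscle markers with Bmp2 were at -0.32 (0.00613) and endothelial markers at -0.21 and -0.57 (0.00912 and 0.0199). Proliferation genes were at 0.20 and 0.04 (0.0078 and 0.0078), Hox C genes at -0.31 and -0.20 (0.0199 and 0.0199, with an increase in the test with Bmp2, where 1 of 5 genes was upregulated and 0 downregulated), and sex genes at 0.20 and 0.13 (0.101 and 0.173). Mast cell markers had 2 genes tested and erythroid markers 0, so these were not tested as lists. Some lists that passed with fry did not pass with camera. These were BMP response genes and T and NK cell markers with Runx2, and macrophage markers with Bmp2. Endothelial markers, proliferation genes, and Hox C genes also failed camera with either virus. The lowest of these camera FDRs was 0.127, for proliferation genes with Runx2. Of the proliferation genes, only Rrm2 was upregulated with Bmp2.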
